# Bases of antisense lncRNA-associated regulation of gene expression in fission yeast

**DOI:** 10.1371/journal.pgen.1007465

**Published:** 2018-07-05

**Authors:** Maxime Wery, Camille Gautier, Marc Descrimes, Mayuko Yoda, Valérie Migeot, Damien Hermand, Antonin Morillon

## Abstract

Antisense (as)lncRNAs can regulate gene expression but the underlying mechanisms and the different cofactors involved remain unclear. Using Native Elongating Transcript sequencing, here we show that stabilization of antisense Exo2-sensitivite lncRNAs (XUTs) results in the attenuation, at the nascent transcription level, of a subset of highly expressed genes displaying prominent promoter-proximal nucleosome depletion and histone acetylation. Mechanistic investigations on the catalase gene *ctt1* revealed that its induction following oxidative stress is impaired in Exo2-deficient cells, correlating with the accumulation of an asXUT. Interestingly, expression of this asXUT was also activated in wild-type cells upon oxidative stress, concomitant to *ctt1* induction, indicating a potential attenuation feedback. This attenuation correlates with asXUT abundance, it is transcriptional, characterized by low RNAPII-ser5 phosphorylation, and it requires an histone deacetylase activity and the conserved Set2 histone methyltransferase. Finally, we identified Dicer as another RNA processing factor acting on *ctt1* induction, but independently of Exo2. We propose that asXUTs could modulate the expression of their paired-sense genes when it exceeds a critical threshold, using a conserved mechanism independent of RNAi.

## Author summary

Examples of regulatory antisense (as)lncRNAs acting on gene expression have been reported in multiple model organisms. However, despite their regulatory importance, aslncRNAs have been poorly studied, and the molecular bases for aslncRNAs-mediated regulation remain incomplete. One reason for the lack of global information on aslncRNAs appears to be their low cellular abundance. Indeed, our previous studies in budding and fission yeasts revealed that aslncRNAs are actively degraded by the Xrn1/Exo2-dependent cytoplasmic 5’-3’ RNA decay pathway. Using a combination of single-gene and genome-wide analyses in fission yeast, here we report that the stabilization of a set of Exo2-sensitive aslncRNAs correlates with attenuation of paired-sense genes transcription. Our work provides fundamental insights into the mechanism by which aslncRNAs could regulate gene expression. It also highlights for the first time that the level of sense gene transcription and the presence of specific chromatin features could define the potential of aslncRNA-mediated attenuation, raising the idea that aslncRNAs only attenuate those genes with expression levels above a “*regulatory threshold*”. This opens novel perspectives regarding the potential determinants of aslncRNA-dependent regulation, as previous models in budding yeast rather proposed that aslncRNA-mediated repression is restricted to lowly expressed genes.

## Introduction

Eukaryotic genomes are pervasively transcribed [1], generating plenty of non-coding (nc) transcripts, distinct from the housekeeping rRNAs, tRNAs and sn(o)RNAs, and that are arbitrarily classified into small (< 200 nt) and long (≥ 200 nt) ncRNAs [2,3].

Long (l)ncRNAs are produced by RNA polymerase II (RNAPII), capped and polyadenylated, yet lack protein-coding potential [4,5], although this last point is subject to exceptions [6].

Several lines of evidence suggest that they are functionally important. First, lncRNAs show tissue-specific expression [7] and respond to diverse stimuli, such as oxidative stress [8], suggesting that their expression is precisely controlled. Second, several lncRNAs are misregulated in diseases including cancer and neurological disorders [9,10,11]. Furthermore, there is a growing repertoire of cellular processes in which lncRNAs play important roles, including X-chromosome inactivation, imprinting, maintenance of pluripotency and transcriptional regulation [12,13].

Several classes of lncRNAs have been described [2]. Among them, large intervening non-coding (linc)RNAs, which result from transcription of intergenic regions, have attracted a lot of attention as being involved in *cis*- and *trans*-regulation, mostly at the chromatin level, of genes important for development and cancer [13].

Another class of lncRNAs consists of antisense transcripts, that are produced from the DNA strand antisense to genes [14]. Several examples of regulatory antisense (as)lncRNAs acting on sense gene expression in *cis* or in *trans* have been described in the budding yeast *Saccharomyces cerevisiae* [15,16,17,18,19,20,21], in the fission yeast *Schizosaccharomyces pombe* [22,23,24], in plant [25] and in mammalian cells [26,27].

Our previous studies in budding and fission yeasts revealed that aslncRNAs are globally unstable and are mainly targeted by the cytoplasmic 5’-3’ RNA decay pathway dependent on the Xrn1 and Exo2 exoribonucleases in *S*. *cerevisiae* [28,29] and *S*. *pombe* [30], respectively. Inactivation of Xrn1/Exo2 leads to the stabilization of a family of lncRNAs, referred to as Xrn1-sensititve Unstable Transcripts (XUTs), the majority of which are antisense to protein-coding genes [28,29,30]. Interestingly, in *S*. *cerevisiae*, we defined among these antisense (as)XUTs a subgroup for which the sense-paired genes (referred to as class 1) undergo antisense-mediated transcriptional silencing [28]. However, the molecular mechanism by which asXUTs could regulate sense gene expression remains largely unknown to date, still interrogating whether sense transcription is impaired at the initiation and/or elongation and/or termination stages, whether any post-transcriptional event is in play, and whether the epigenetic landscape contributes in the regulatory determinants. In addition, such a transcriptional aslncRNA-mediated regulation has not been documented yet in *S*. *pombe*.

Here we used Native Elongating Transcript sequencing (NET-Seq) to identify genome-wide in fission yeast the genes attenuated at the nascent transcription level upon stabilization of their paired-asXUTs. This so-called class 1 corresponds to highly transcribed genes, displaying marks of active transcription at the chromatin level. Mechanistic investigation on a model class 1 representative, the inducible catalase-coding gene *ctt1*, confirmed that it is transcriptionally attenuated upon oxidative stress when its paired-asXUT is stabilized, and the level of the attenuation correlates with the abundance of the asXUT. The attenuation is characterized by low RNAPII Ser5-phosphorylation (Ser5-P) and requires histone deacetylase (HDAC) activity and the conserved Set2 histone methyltransferase (HMT). Finally, we identified Dicer as an additional regulator of *ctt1* induction, acting independently of Exo2 and the asXUT. Together, our data support a model where asXUTs could modulate the expression of the paired-sense genes when it exceeds a critical threshold, using a conserved mechanism independent of RNAi.

## Results

### Genome-wide identification of class 1 genes in fission yeast

In budding yeast, stabilization of asXUTs results into the attenuation, at the transcriptional level, of a subset of paired-sense genes, which are referred to as class 1 [28]. We recently annotated XUTs in fission yeast [30]. We observed that asXUTs accumulation correlates with down-regulation of the paired-sense mRNAs, at the RNA level [30], suggesting that the regulatory potential of asXUTs has been conserved across the yeast clade. However, whether this regulation occurs at the level of transcription in fission yeast remains unclear.

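Native elongating transcript sequencing (NET-Seq) maps the 3′ ends of RNAs that are still held by RNAPII. In the strain YAM2507, *exo2* is deleted and the RNAPII subunit Rpb3 carries a Flag tag, by which RNAPII is immunoprecipitated together with the nascent RNA. Exo2 is the exoribonuclease that degrades XUTs. Nascent (IP) libraries were made from 2 biological replicates of this *exo2*Δ strain. For each replicate, a total (input) library was made from the same biological sample with the same steps but without the purification of RNAPII. The libraries of the WT strain were not analysed here. The authors mapped the reads that align uniquely to the *S. pombe* genome with Bowtie, counted them on each annotated feature and multiplied each library by 1 factor, whose basis the paper's text does not name. Their deposited table gives these normalized reads and the density, which is the normalized reads divided by the length of the feature in nt. One read is worth 1 and 0.474 normalized reads in IP replicates 1 and 2, and 0.318 and 0.357 in input replicates 1 and 2. With these steps, 100% of the values in each library came out as whole reads. Over the 9139 annotated features other than coding sequences, the IP libraries hold 3338808 and 6962801 reads and the input libraries 10172688 and 9114952 reads, where a read on overlapping features is counted on each of them. A protein-coding gene has a median of 172 and 356 reads in the IP libraries and 102 and 78 reads in the input libraries. Of the normalized reads of the input libraries, 73.9% and 75% lie on tRNA genes, against 7.18% and 6.80% of those of the IP libraries. Over protein-coding genes, Pearson's r of the log2 density between the replicates is 0.983 for the IP (5022 genes) and 0.981 for the input (4951 genes). The replicates differ by more than counting error, with a chi-square per degree of freedom of 3.95 for the IP and 3.78 for the input. As a check of the genotype, the main coding exon of *exo2* (chromosome I, 1778720 to 1782623, + strand) has a density of 0.0113 and 0.0104 normalized reads per nt in the IP replicates, against 0.159 and 0.143 in the 309 nt of UTRs and introns of the same gene.

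For each feature, the nascent signal is the mean over the 2 IP libraries of log2(density + 0.000118), where the pseudocount is the smallest positive density of the IP libraries. Lists of genes were compared by the difference of their medians with a two-sided permutation test, in which the list labels of the genes were permuted 100000 times. The smallest p that this test can give is 1e-05. Genes are not biological replicates, so each such p describes these 2 libraries, and the difference in each replicate shows how far it repeats.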

To define class 1 in *S*. *pombe*, we performed NET-Seq in WT and *exo2*Δ cells. Although global mRNA synthesis was found to be unchanged upon *exo2* inactivation (S1A Fig), differential expression analysis discriminated genes for which transcription in *exo2*Δ was significantly reduced (classes 1 & 2, n = 723) or not (classes 3 & 4, n = 4405). Within each category, we distinguished genes with (classes 1 & 3) or without (classes 2 & 4) asXUTs (Fig 1A and 1B; lists in S1–S4 Tables).

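The 4 lists hold 5128 genes, 175 of them in class 1 and 910 in class 3, and all were found among the 5129 protein-coding genes of the deposited table. The 1 gene in none of the lists is *exo2*. The lists were made by the authors with DESeq from the WT and *exo2*Δ IP libraries, so that the comparisons within *exo2*Δ are not independent of them. Each class 1 and class 3 gene lies opposite to a XUT over 50 nt or more, with a shortest overlap of 88 nt in class 1 and 53 nt in class 3. In class 2, 1 gene has an antisense overlap with a XUT, of 31 nt, and in class 4, 34 genes have one, of 4 to 49 nt. In *exo2*Δ, the median nascent signal was -4.07 ± 0.030 in class 1, -3.40 ± 0.049 in class 2, -4.02 ± 0.0057 in class 3 and -3.38 ± 0.026 in class 4 (log2, SD of the medians of the 2 replicates). The median of class 1 minus that of class 2 was -0.67 ± 0.079, class 1 minus class 4 was -0.69 ± 0.056 and class 3 minus class 4 was -0.63 ± 0.020 (log2). Class 2 was higher than class 3 by 0.62 ± 0.043. Each of these 4 differences is larger than its spread between replicates and has an adjusted p of 1e-05 (permutation test, Benjamini-Hochberg over the 6 pairs of classes), the smallest that the permutations can give. Class 2 and class 4 differed by -0.019 ± 0.023 (adjusted p = 0.809, permutation test), with 0.00054 in replicate 1 and -0.032 in replicate 2, which is within the replicate error. The 4 differences moved most when the log2 density of the input was subtracted from that of the IP. The result is a ratio of nascent to total RNA, a different quantity from the nascent signal. The input itself differs between the classes, with medians of -6.65, -6.08, -6.46 and -5.86 in classes 1 to 4 (log2). Class 1 then lay above class 4 by 0.12 (adjusted p = 0.0130, permutation test, with 1e-05 to 0.0130 over the alternatives). Class 3 minus class 4, at 0.041, and class 1 minus class 2, at -0.095, were no longer past the 0.05 threshold (adjusted p = 0.0796 and 0.130, with 1e-05 as the lowest over the alternatives for both). Class 2 was still higher than class 3, by 0.17. Under every other alternative these 4 differences kept their direction. Their adjusted p stayed under the 0.05 threshold in each of those with a test (permutation test). The difference between class 2 and class 4 became 0.21 with the input subtracted, which is past the threshold (adjusted p = 3e-05, permutation test, with 3e-05 to 0.894 over the alternatives). It was 0.18 with means in place of medians as well as with reads per gene in place of reads per nt, not past the threshold (adjusted p = 0.0878 and 0.0721).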

**Fig 1:**
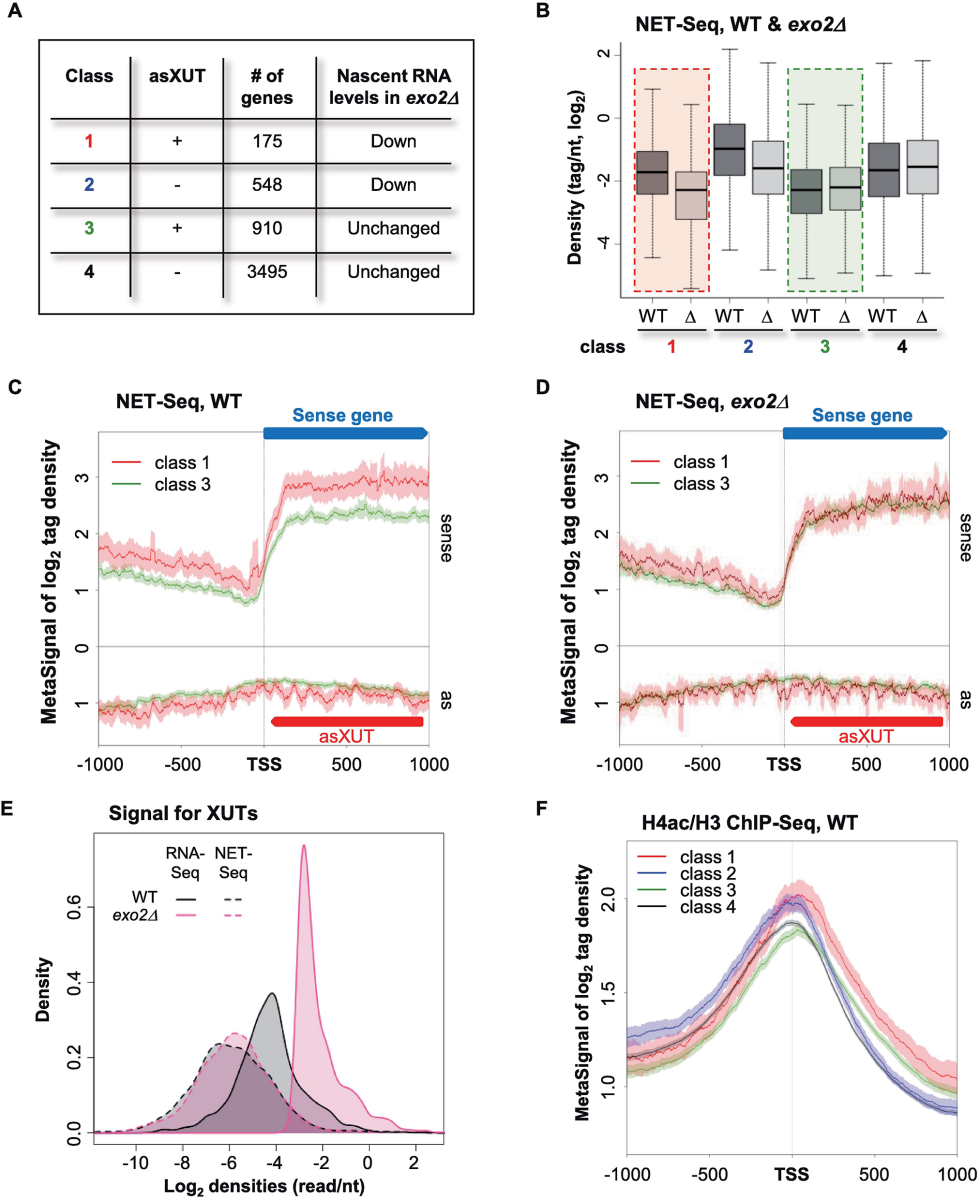
Genome-wide identification of class 1 genes in *S*. *pombe*. **A.** Transcriptional attenuation in *exo2*Δ cells. NET-Seq analysis was performed from biological duplicates of WT and *exo2*Δ cells. Data for the WT strain were previously described [30]. After sequencing, differential analysis discriminated genes showing significant (*P*<0.05) reduction of transcription (classes 1–2) or not (classes 3–4). Among them, classes 1 and 3 have asXUT. The number of genes for each class is indicated. **B.** Box-plot of nascent transcription (NET-Seq) signal for class 1–4 genes in WT (dark grey boxes) and *exo2*Δ (Δ; light grey boxes). **C.** Metagene view of NET-Seq signals along class 1 and 3 genes in WT cells. For each class, normalized coverage (tag/nt, log_2_) along mRNA transcription start site (TSS) +/- 1000 nt (sense) and the antisense (as) strand were piled up, in a strand-specific manner. Average signal for the sense and antisense strands was plotted for class 1 (red) and class 3 (green). The shading surrounding each line denotes the 95% confidence interval. **D.** Same as above in *exo2*Δ. **E.** Density-plot showing the global NET-Seq (dashed lines) and total RNA-Seq (solid lines) signals for XUTs in the WT (black) and *exo2*Δ (pink) strains. Total RNA-Seq data were previously described [30]. **F.** Metagene view of H4K5/8/12/16 acetylation (H4ac) for class 1 (red), class 2 (blue), class 3 (green) and class 4 (black) genes in WT cells. ChIP-Seq libraries construction and sequencing were previously described [30]. Metagene representation of signal for each class of genes was performed as above, in a strand-unspecific manner, using ratio of coverage (log_2_) for H4ac and H3. The shading surrounding each line denotes the 95% confidence interval.

Among the 723 genes transcriptionally attenuated in *exo2*Δ, 175 have asXUTs (class 1). 

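Of the 723 genes of classes 1 and 2, 24.2% have an asXUT (95% Wilson interval 21.2% to 27.5%). Of the 4405 genes of classes 3 and 4, 20.7% have one (95% Wilson interval 19.5% to 21.9%). If asXUT and attenuation were independent, 153 genes would fall in class 1. On the table of the 4 class sizes, the chi-square statistic with Yates' correction is 4.47 with 1 degree of freedom (p = 0.0345), and the odds ratio is 1.23. Seen from the asXUT, 16.1% of the 1085 genes with an asXUT are attenuated, against 13.6% of the others. The p is 0.0305 without Yates' correction. It moved most, to 0.0923, when the genes with a density under the 10th percentile of protein-coding genes in either IP library were left out, which leaves 4571 genes. Under a Mantel-Haenszel test, p is 0.0605 within 5 groups of genes of increasing nascent signal in *exo2*Δ and 0.0770 within 5 groups of increasing gene length. The odds ratio changed little under these 3 alternatives, to 1.19, 1.21 and 1.19, while the p is no longer past the 0.05 threshold. The filter and the groups by nascent signal use the *exo2*Δ IP libraries, from which attenuation was also called, so these are not independent of the classes.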

Despite the proportion of class 1 genes among the attenuated genes is limited (24.2%), it is significantly higher than expected if presence of asXUT and sense gene attenuation were independent (Chi-square test, *P* = 0.03), suggesting that the attenuation could depend on the stabilized asXUTs, at least in some cases. On the other hand, the transcriptional down-regulation of class 2 (no asXUT) is likely to be an indirect effect reflecting the slow growth phenotype of the *exo2*Δ mutant [31]. Consistently, class 2 is significantly enriched for GO terms “ribosome biogenesis” (*P* = 1.36e^-08^) and “cellular component biogenesis (*P* = 1.04e^-02^), and it is known that the expression of genes involved in these biological processes directly depends on the growth rate [32]. Altogether, these observations suggest that for a subgroup of genes, stabilization of the asXUT might contribute to attenuate transcription of the paired-sense gene.

Both classes 1 and 3 have asXUTs, but only class 1 is transcriptionally attenuated upon asXUTs stabilization. This suggests the existence of specificities discriminating the two classes. Indeed, in WT cells, class 1 is transcribed to higher levels than class 3 (Fig 1C), the latter actually showing the lowest transcription levels among the four classes (S1B Fig). In *exo2*Δ, transcription of class 1 falls to the low, basal level of class 3 (Fig 1D). 

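In *exo2*Δ, the median nascent signal of the 175 class 1 genes minus that of the 910 class 3 genes was -0.053 ± 0.036 (log2, SD of the 2 replicates), with -0.056 in replicate 1 and -0.0044 in replicate 2. The permutation test gave p = 0.6003 (adjusted p = 0.720 over the 6 pairs of classes). The medians rest on 131 and 279 reads per class 1 gene and 120.5 and 257 reads per class 3 gene in replicates 1 and 2. The quartiles of class 1 are -5.01 and -3.51 and those of class 3 are -4.73 and -3.37, so that the classes overlap over most of their range. In simulated data with lists of these sizes, the permutation test called a shift of 0.5 log2 units at the 0.05 threshold in 95.25% of 400 simulations, and made a call in 7% of them where there was no shift. The sign of the difference depends on the processing. It is 0.048 with means in place of medians, 0.023 over the genes of 500 to 3000 nt (129 and 681 genes), 0.10 with reads per gene in place of reads per nt, and 0.075 with the input subtracted. Under every alternative with a test the adjusted p lay between 0.0937 and 0.894, so that no difference between class 1 and class 3 was detectable in either direction. The class 1 genes with the highest nascent signal are *lcf1* (SPBC18H10.02) with 0.628 ± 0.067 normalized reads per nt, *rpl3801* (SPBC577.02) with 0.584 ± 0.011 and *hht3* (SPBC1105.11c) with 0.482 ± 0.047 (SD, n = 2). In class 3 they are *lcp1* (SPAC1296.05c) with 7.93 ± 0.43, *pmp20* (SPCC330.06c) with 2.68 ± 0.031 and *rps1201* (SPCC962.04) with 1.23 ± 0.049. On the same strand, *lcp1* shares 50 nt with the tRNA gene SPATRNAGLU.01, which has 99.4% and 99.3% as many reads in the IP replicates. The paper states that class 1 and class 3 both have asXUTs while only class 1 is attenuated, and proposes from this that specific features tell the 2 classes apart. It then states that class 1 is the more highly transcribed of the 2 in WT cells (Fig 1C), and that this is no longer so in *exo2*Δ, where both are at a low level (Fig 1D).

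**Figure D1:**
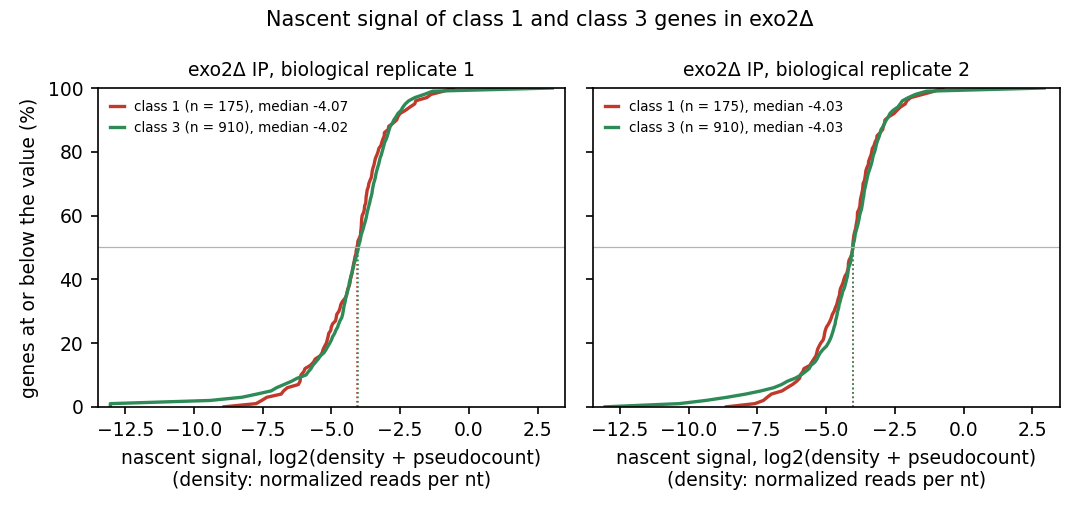
Cumulative distribution of the nascent signal, log2(density + pseudocount) with the density in normalized reads per nt, of the 175 class 1 genes (red) and the 910 class 3 genes (green) in each *exo2*Δ IP replicate. The dotted lines mark the medians, -4.07 and -4.02 in replicate 1 and -4.03 for both classes in replicate 2, and the curves of class 3 start lower, at -13.04 against -8.91 and -8.63 for class 1, since class 3 holds genes with no read.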

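In *exo2*Δ, the 1638 XUTs had a median nascent signal of -6.88 and the 5129 protein-coding genes one of -3.55. The difference of -3.33 (log2) was -3.26 in replicate 1 and -3.23 in replicate 2 and has a p of 1e-05 (permutation test), the smallest it can give. It moved most, to -1.25, over the 266 XUTs and 4572 genes with a density at or above the 10th percentile of protein-coding genes in both IP libraries. A XUT has a median of 5 and 10 reads in the IP replicates, and 198 and 75 XUTs have no read there. In the input replicates, a XUT has a median of 2 and 1 reads. Antisense to class 1 genes only, over 50 nt or more, lie 189 XUTs, and 998 lie antisense to class 3 genes only, while 17 XUTs lie antisense to both and were left out. Their median nascent signals were -6.95 and -6.87, a difference of -0.077 (log2, p = 0.688, permutation test), with -0.049 and -0.020 in the 2 replicates. With means in place of medians the difference is 0.015. Over the 34 and 152 XUTs that pass the 10th percentile filter it is 0.32 (p = 0.0368, permutation test, with 0.0368 to 0.924 over the alternatives). The signal of these XUTs in the WT strain was not analysed here.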

Notably, transcription of XUTs antisense to class 1 and 3 genes is globally unaffected in the *exo2*Δ mutant (S1C Fig), indicating that XUTs accumulation in this context is due to the inactivation of their decay and not to a global increase of their synthesis (Fig 1E).

We also noted that in WT cells, the nascent antisense transcription signal surrounding the TSS of class 1 genes is higher than for class 3 (S1D Fig), suggesting that sense TSS overlap could constitute a factor for the potential regulatory activity of the XUTs antisense to class 1 genes.

At the chromatin level, class 1 shows a more pronounced nucleosome depletion in the TSS-proximal region than class 3 (S1E Fig), higher H3K14 (S1F Fig) and H4K5/8/12/16 acetylation (Fig 1F). When compared to the four classes, the levels of histone acetylation at the TSS-proximal region are similar for classes 1 and 2 (Fig 1F, see also S1F Fig).

Together, these results show that transcriptional attenuation correlates with asXUT stabilization in fission yeast, suggesting that asXUTs might be involved in the modulation of sense genes expression.

### Exo2-deficient cells are defective for *ctt1* induction upon oxidative stress

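The gene *ctt1* (SPCC757.07c) encodes a catalase and lies on chromosome III from 56654 to 58865 on the - strand. Its coding sequence is 1 segment, from 56927 to 58465. *XUT0794* lies on the + strand from 57000 to 57814, and all of its 815 nt are opposite to the coding sequence of *ctt1*. In *exo2*Δ, the IP replicates hold 44 reads (95% exact Poisson interval 32.0 to 59.1) and 104 reads (85.0 to 126) on *ctt1*, and 22 reads (13.8 to 33.3) and 52 reads (38.8 to 68.2) on *XUT0794*. These intervals cover counting error only. The density was 0.0211 ± 0.0017 normalized reads per nt for *ctt1* and 0.0286 ± 0.0023 for *XUT0794* (SD, n = 2). The log2 ratio of *ctt1* to *XUT0794* was -0.44, and *ctt1* was the lower of the pair in both replicates. Divided by length, the Poisson intervals of the pair overlap in each replicate, so neither replicate alone settles this order. In the input libraries, the density was 0.00498 ± 0.00089 for *ctt1* and 0.00270 ± 0.00051 for *XUT0794*, the latter from 6 and 7 reads. The nascent signal of *ctt1* is at the 9.67th percentile of protein-coding genes and at the 14.9th percentile of class 1, where it ranks 150 of 175 from the top. For the NET-Seq cells the paper names no oxidative stress, so this rank does not describe the induction of *ctt1*.

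**Figure D2:**
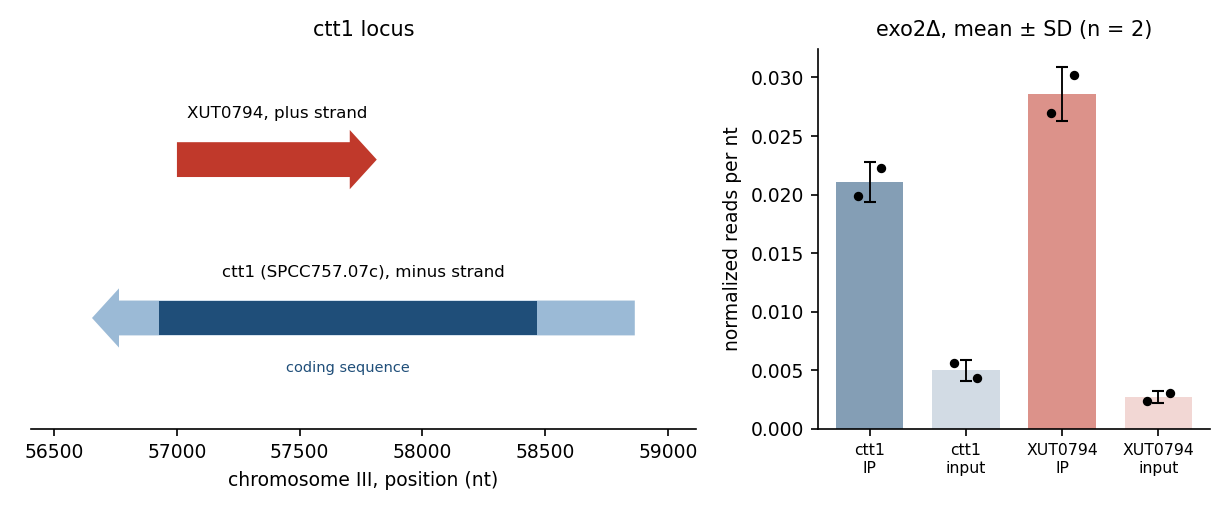
Left, map of the *ctt1* locus on chromosome III (position in nt), with *ctt1* on the - strand, its coding sequence in dark blue, and *XUT0794* on the + strand in red. Right, density in normalized reads per nt on each feature in the *exo2*Δ IP and input libraries, where bars are means, points are the 2 replicates and error bars are SD. In the IP the bar of *XUT0794* is at 0.0286 and that of *ctt1* at 0.0211.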

To further investigate the possibility that asXUTs can regulate expression of their paired-sense gene and to get insights into the underlying molecular mechanism, we characterized a class 1 gene, *ctt1*, and its paired-antisense *XUT0794* (Fig 2A, see also S2A Fig).

**Fig 2:**
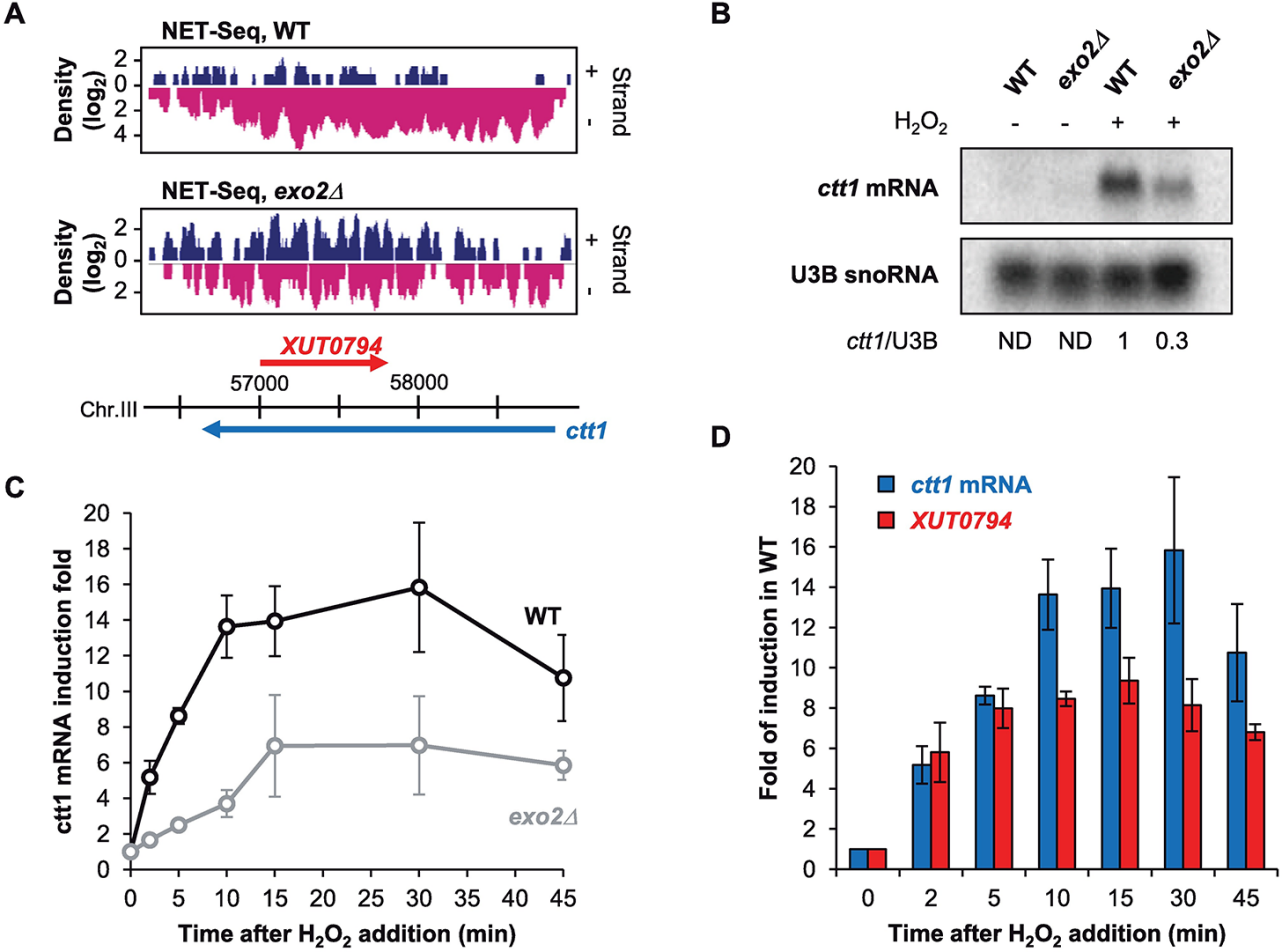
*ctt1* induction upon oxidative stress is impaired in Exo2-deficient cells. **A.** Snapshot of nascent transcription (NET-Seq) signals along the *ctt1* gene in WT (upper panel) an *exo2*Δ (lower panel) cells. In each panel, the signal corresponding to the sense (+) and antisense (-) strand is shown in blue and pink, respectively. Blue and red arrows represent the *ctt1* mRNA and antisense *XUT0794*, respectively. NET-Seq data for the WT strain were previously described [30]. The snapshot was produced using VING [59]. **B.** Northern blot analysis of *ctt1* mRNA induction in WT and *exo2*Δ cells. YAM2400 (WT) and YAM2402 (*exo2*Δ) cells were grown to mid-log phase in rich medium and collected before or after addition of 1 mM H_2_O_2_ for 15 min. *ctt1* mRNA and U3B snoRNA were detected from total RNA using ^32^P-labelled oligonucleotides. Numbers represent the *ctt1* mRNA/U3B ratio (ND: not determined). **C.** YAM2400 (WT) and YAM2402 (*exo2*Δ) cells grown in rich YES medium to mid-log phase were collected 0, 2, 5, 10, 15, 30 and 45 minutes after addition of 1 mM H_2_O_2_. *ctt1* mRNA was quantified from total RNA using strand-specific RT-qPCR and normalized on the level of the U3B snoRNA. Data are presented as mean +/- standard error of the mean (SEM), calculated from three biological replicates. **D.** Strand-specific RT-qPCR analysis of *ctt1* mRNA and *XUT0794* induction in WT cells upon H_2_O_2_ treatment. *ctt1* mRNA (blue) and *XUT0794* (red) were quantified as above. Relative level of each transcript in the non-induced condition (T0) was set to 1. Mean and SEM values were calculated from three biological replicates.

*ctt1* encodes a catalase, an enzyme required for survival to oxidative stress upon exposure to H_2_O_2_ [33], and it is strongly induced in this condition [34]. Interestingly, we observed that *exo2*Δ cells displayed a slight sensitivity to H_2_O_2_ in addition to the slow growth and temperature sensitivity (S2B and S2C Fig). This suggests that *ctt1* expression in *exo2*Δ cells might also be impaired upon oxidative stress.

We therefore analyzed *ctt1* mRNA induction in WT and *exo2*Δ cells upon oxidative stress. Northern-blot (Fig 2B) and RT-qPCR kinetics analyses (Fig 2C) showed that *exo2*Δ exhibits a 3-fold reduction in induction rate, with a peak of induction reached 15 minutes after H_2_O_2_ addition *vs* 10 for the WT (Fig 2C).

Strikingly, we observed that *XUT0794* is also activated upon oxidative stress in a WT context (Fig 2D). Furthermore, its peak of induction is reached very rapidly (5 min), before the *ctt1* mRNA peak (10 min), suggesting that it might be part of a natural attenuation mechanism (feedback loop) for *ctt1* expression.

In summary, our data suggest that *ctt1* induction requires Exo2 activity for maintaining a low level of *XUT0794*, antisense to *ctt1*. Upon induction, the XUT is activated and could modulate expression of *ctt1*, in a similar way as shown for asXUT-associated genes in *S*. *cerevisiae*, such as *GAL1-10* [19,20].

### *ctt1* attenuation level correlates with antisense *XUT0794* abundance

We designed several experiments in order to test whether *ctt1* attenuation directly depends on antisense *XUT0794*.

Firstly, we overexpressed it in *cis*, in WT cells, using a regulatable *P41nmt1* promoter (S3A Fig). When the promoter is active, *XUT0794* accumulates and *ctt1* is not induced in response to H_2_O_2_ addition (S3A Fig). This demonstrates a causal role of antisense *XUT0794* expression in attenuating *ctt1*. However, in this particular context where *XUT0794* expression is driven by the strong *P41nmt1* promoter, it is difficult to draw up any conclusion about a possible role of the lncRNA itself, as the *ctt1* silencing observed here probably mainly results from transcriptional interference. Note that *P41nmt1*-driven expression of *XUT0794* in *trans*, from a plasmid, failed to attenuate *ctt1* (S3B Fig).

Secondly, we disrupted the *XUT0794* promoter in WT cells using the *ura4* gene (Fig 3A), which is controlled by a promoter much weaker than *P41nmt1*. Surprisingly, *ura4* insertion did not abolish *XUT0794* expression (Fig 3B). However, it resulted in *XUT0794* levels similar to those of the *exo2*Δ mutant (Fig 3B). Notably, *ctt1* was significantly attenuated in the *ura4-XUT0794* strain, and *ctt1* mRNA levels were similar to those of *exo2*Δ cells (Fig 3C). Hence, there is a positive correlation between *ctt1* attenuation and antisense *XUT0794* levels.

**Fig 3:**
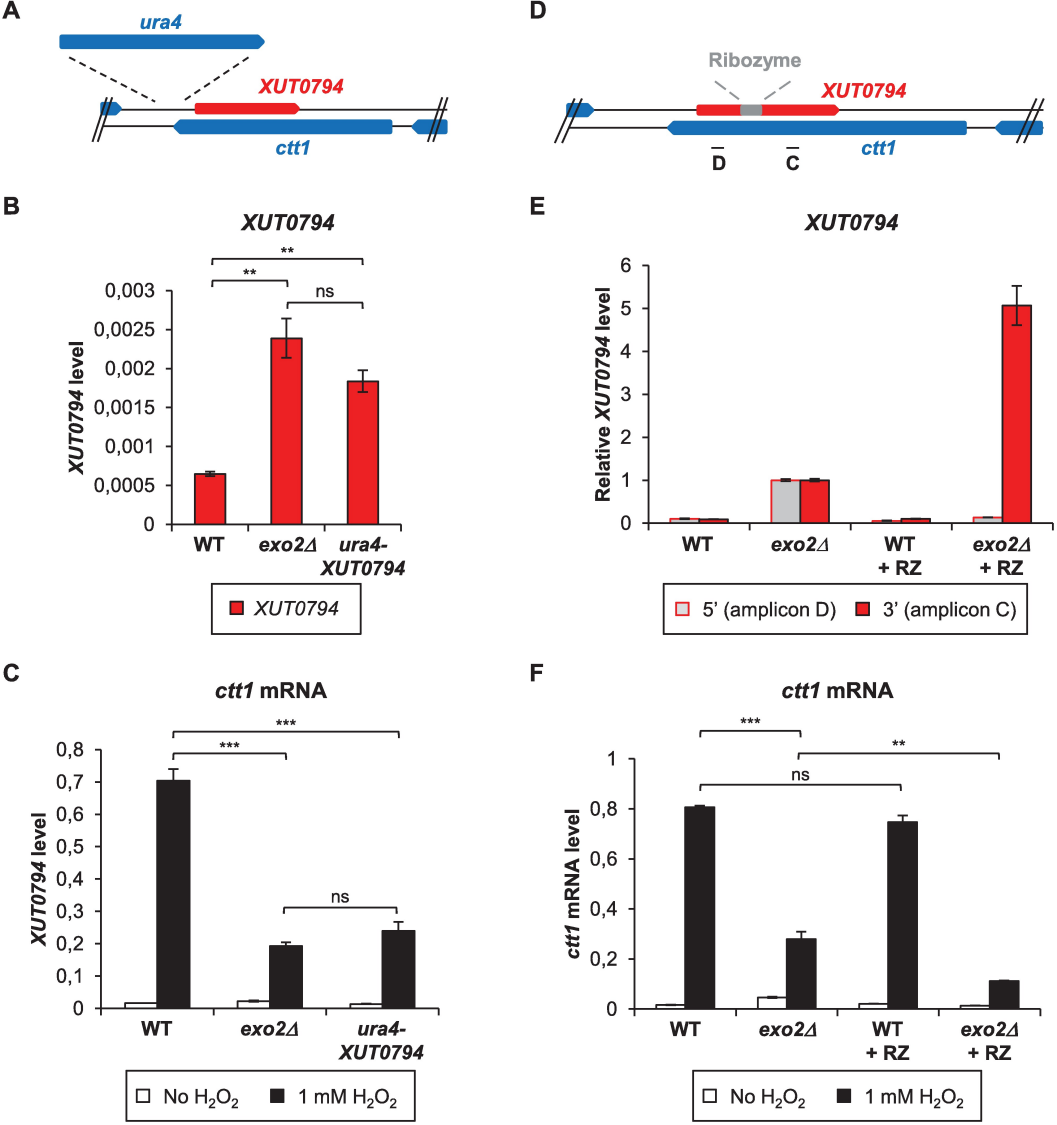
*ctt1* attenuation level correlates with *XUT0794* abundance. **A.** Schematic representation of *ura4* insertion upstream from *XUT0794*. **B.** Analysis of *XUT0794* level upon *ura4* insertion. Strains YAM2400 (WT), YAM2402 (*exo2*Δ) and YAM2817 (*ura4-XUT0794*) cells were grown to mid-log phase in rich YES medium. *XUT0794* level was determined by strand-specific RT-qPCR from total RNA as described in Fig 2C. Data are presented as mean +/- SEM, calculated from three biological replicates. ** *p* < 0.01; ns, not significant upon t-test. **C.** Analysis of *ctt1* mRNA level upon *ura4* insertion. Strains YAM2400 (WT), YAM2402 (*exo2*Δ) and YAM2817 (*ura4-XUT0794*) cells grown to mid-log phase in rich medium were collected before or after addition of 1 mM H_2_O_2_ for 15 min. *ctt1* mRNA level was determined by strand-specific RT-qPCR as described in Fig 2C. Mean and SEM are calculated from three biological replicates. *** *p* < 0.001; ns, not significant upon t-test. **D.** Schematic representation of hammerhead ribozyme (RZ) inserted within *XUT0794*. Self-cleaving RZ was inserted at position 254 of *XUT0794*. Position of qPCR amplicons C and D is indicated. **E.** Analysis of *XUT0794* upstream from and downstream to RZ insertion site. YAM2400 (WT), YAM2402 (*exo2*Δ), YAM2565 (WT + RZ) and YAM2567 (*exo2*Δ + RZ) were grown as described in Fig 3B. Strand-specific RT on *XUT0794* was performed from total RNA using oligonucleotide AMO2069. Oligonucleotides AMO2535-6 (amplicon D) and AMO2069-70 (amplicon C) were used for qPCR detection of *XUT0794* 5’ and 3’ fragment, respectively. Data were normalized on U3B snoRNA. For each amplicon, the normalized level of *XUT0794* in *exo2*Δ was then set to 1. Results are presented as mean +/- SEM, calculated from four biological replicates. **F.** Analysis of *ctt1* mRNA levels. Strains and cultures were as in Fig 3E and Fig 3C, respectively strand-specific RT on *ctt1* mRNA was performed using oligonucleotide AMO2535; qPCR was performed using AMO2535-6 (amplicon D). Data were normalized on U3B levels and are presented as mean +/- SEM, calculated from four biological replicates. **p<0.01; ***p<0.001; ns, not significant upon t-test.

In a third experiment, we inserted a self-cleaving hammerhead ribozyme (RZ) at position 254/815 of *XUT0794* (Fig 3D) and integrated the construct at the *ctt1* locus in WT and *exo2*Δ strains, without any manipulation of *XUT0794* promoter. In the WT + RZ context, neither the 5’ nor the 3’ fragment of *XUT0794* accumulated (Fig 3E), and *ctt1* induction was similar to WT cells (Fig 3F). In the *exo2*Δ + RZ context, the 5’ fragment was not detected, but the 3’ fragment accumulated 5x more than in *exo2*Δ without RZ (Fig 3E). This imbalance between the two RNA parts indicates that RZ was efficiently cleaved, the 5’ fragment being presumably degraded [35] while the 3’ fragment accumulated. Importantly, the higher abundance of the 255–815 fragment of *XUT0794* in *exo2*Δ + RZ cells compared to *exo2*Δ without RZ correlated with a significantly stronger attenuation of *ctt1* (Fig 3F).

We conclude that the 255–815 fragment of *XUT0794* is sufficient to attenuate *ctt1* and that the level of the attenuation depends on the abundance of the asXUT, which is consistent with the hypothesis that the regulation is mediated by the asXUT but is not an indirect effect of Exo2 inactivation.

### Transcriptional attenuation of *ctt1* in *exo2Δ* cells is characterized by partial RNAPII Ser5 phosphorylation

To determine whether the attenuation of *ctt1* induction occurs at the transcriptional level, we performed RNAPII ChIP experiments in WT and *exo2*Δ cells. Upon oxidative stress, RNAPII occupancy in the mutant showed a significant 2- to 4-fold decrease along the *ctt1* locus (Fig 4A and 4B), indicating that the attenuation is transcriptional.

**Fig 4:**
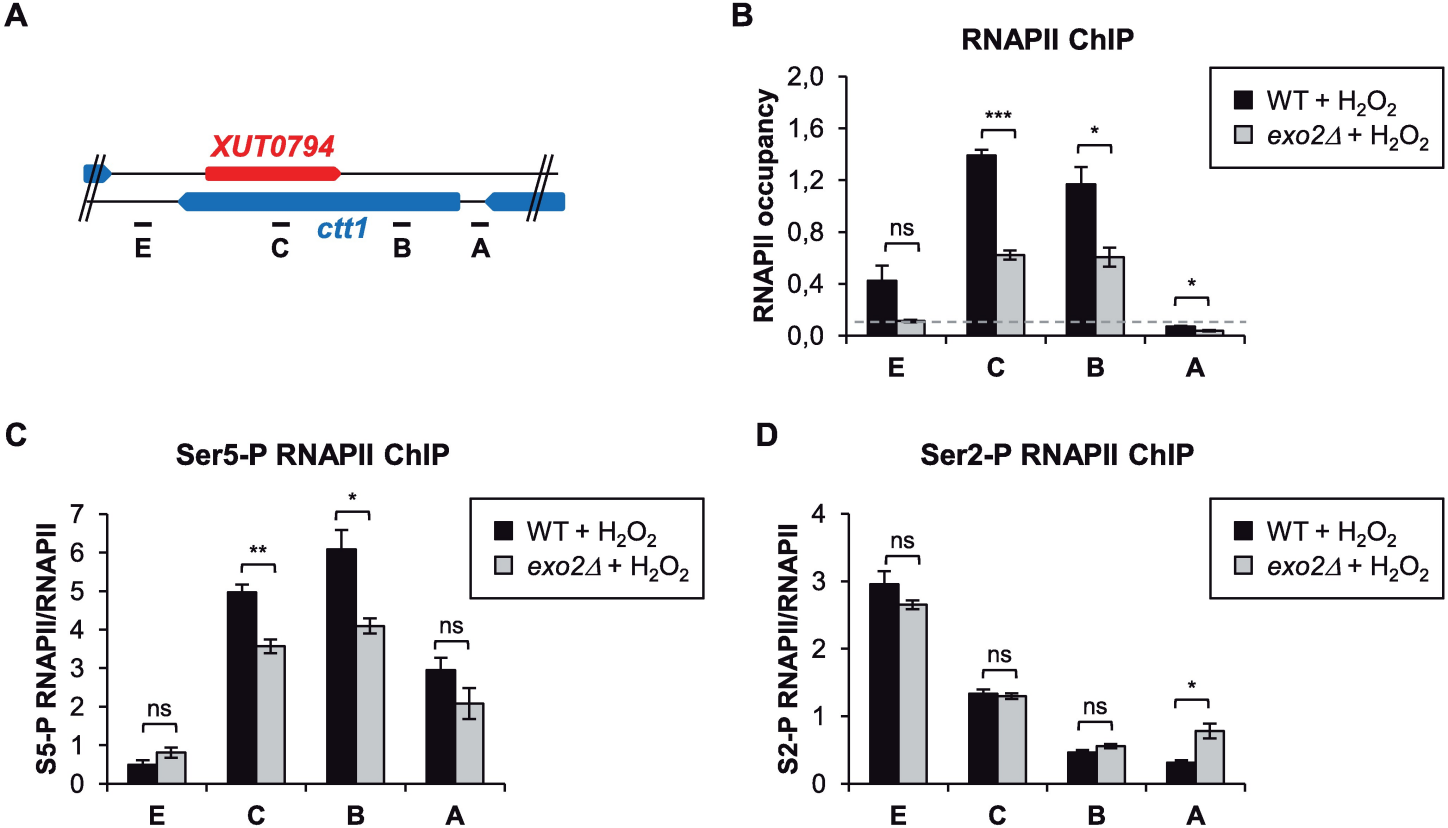
asXUT-mediated attenuation of *ctt1* is transcriptional. **A.** Schematic map of the *ctt1* locus, with positions of the qPCR oligonucleotide pairs. **B.** ChIP analysis of RNAPII occupancy across *ctt1*. Strains YAM2400 (WT) and YAM2402 (*exo2*Δ) were grown as in Fig 2B. After cross-linking, chromatin extraction and sonication, RNAPII was immunoprecipitated using antibody against the CTD of its largest subunit Rpb1. Co-precipitated DNA was purified and quantified by qPCR. Data were normalized on the *act1* signal, which is not controlled to an asXUT (see S4 Fig). The dashed line indicates the background signal observed on an intergenic region of chromosome I used as negative control. Data are presented as mean +/- SEM, from three biological replicates. *p<0.05; ***p<0.001; ns, not significant upon t-test. **C-D.** ChIP analysis of Ser5-P and Ser2-P occupancy along *ctt1*. RNAPII was immunoprecipitated from the same chromatin extracts as above, using antibody against the Ser5-P (**C**) or the Ser2-P (**D**) form of Rpb1 CTD. Data normalization was as above. For each position of *ctt1*, the ratio between Ser5-P or Ser2-P and total RNAPII is shown. Mean and SEM values were calculated from three biological replicates. *p<0.05; **p<0.01; ns, not significant upon t-test.

Analysis of the distribution of differentially phosphorylated forms of the C-terminal domain (CTD) of Rpb1, the largest subunit of RNAPII, provided further insights into the mechanism of transcriptional attenuation. Ser5-P RNAPII is associated to the early stages of the transcription cycle and predominates in the promoter-proximal region of the gene, while Ser2-P RNAPII is associated to transcription elongation and increases along the gene core [36]. Upon oxidative stress, we observed a 30% decrease of Ser5-P RNAPII in the 5’ and core regions of *ctt1*, in the *exo2*Δ mutant (Fig 4C). In contrast, Ser2-P RNAPII occupancy was unaffected (Fig 4D).

Interestingly, we noted that Ser5-P RNAPII levels remain high across the *ctt1* gene body, especially in the *XUT0794* overlapping region (Fig 4C, probe C). This could possibly reflect re-initiation events following collision between convergent RNAPII, in keeping with that *XUT0794* expression is also activated upon oxidative stress (Fig 2D).

In summary, stabilization of *XUT0794* impairs *ctt1* transcription, with less RNAPII loaded on the gene in response to oxidative stress and an additional reduction of Ser5P.

### Attenuation of *ctt1* induction depends on histone deacetylation

Several studies in budding yeast have pointed out the role of HDAC, including the class II HDAC Hda1, in aslncRNA-mediated gene silencing [16,18,19]. To test whether the attenuation of *ctt1* induction involves an HDAC activity, WT and *exo2*Δ cells were treated with trichostatin A (TSA), an inhibitor of class I-II HDAC. When exposed to oxidative stress, TSA-treated *exo2*Δ cells accumulated *ctt1* mRNA to the same level as the control (DMSO-treated) WT strain (Fig 5A). We also noted that the basal levels of *ctt1* mRNA were increased in the TSA-treated WT and *exo2*Δ cells, indicating that *ctt1* repression requires an HDAC activity. Furthermore, both *ctt1* mRNA and *XUT0794* levels in TSA-treated WT cells showed a 2-fold increase compared to the DMSO-treated control after H_2_O_2_ addition (Fig 5A and 5B). This indicates that the *XUT0794*-associated feedback loop that could modulate *ctt1* expression in WT cells upon exposure to H_2_O_2_ is impaired when HDAC activity is inhibited.

**Fig 5:**
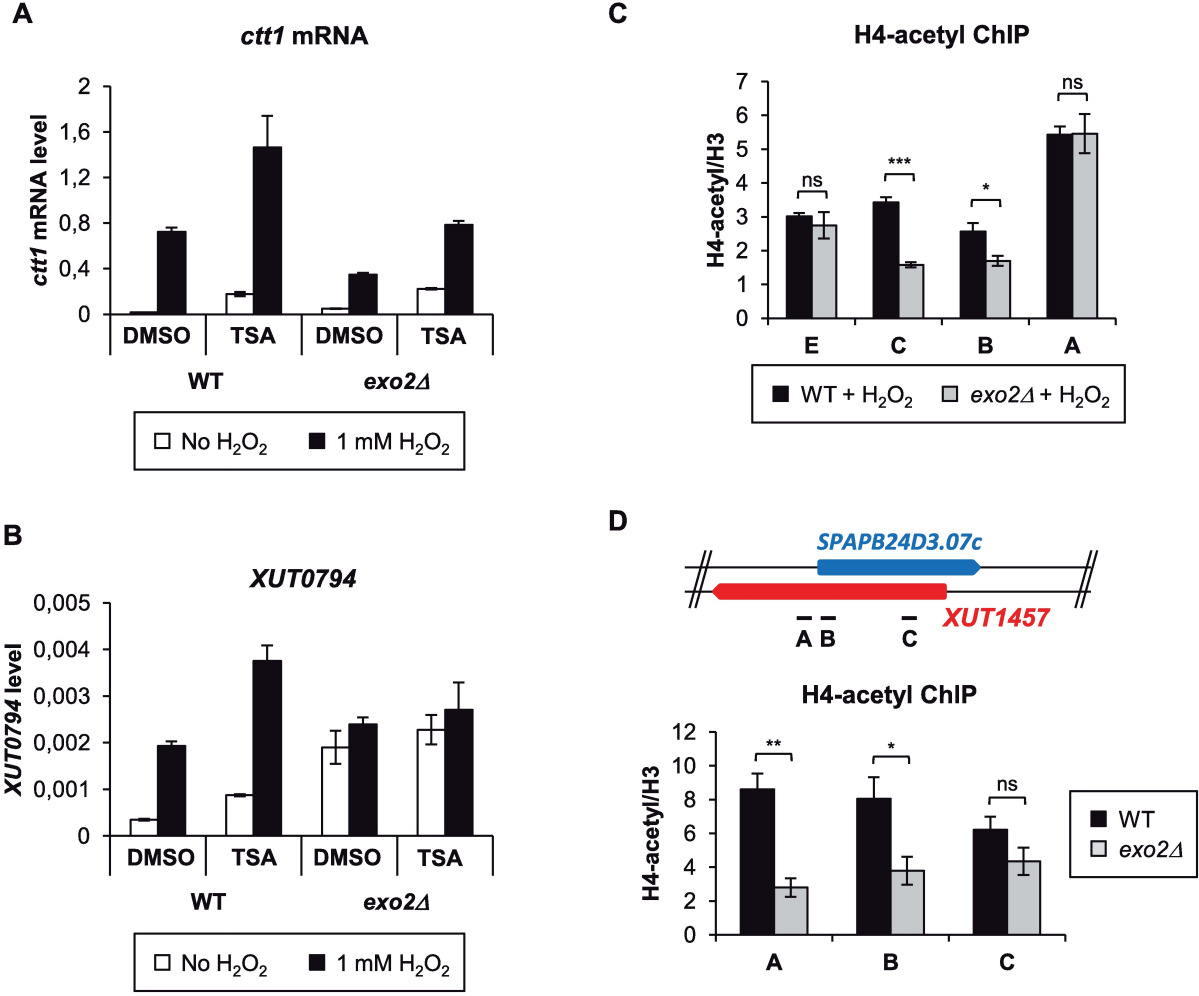
asXUT-mediated attenuation of *ctt1* depends on HDAC. **A-B.** Strand-specific RT-qPCR analysis of *ctt1* mRNA and *XUT0794* levels in the presence of HDAC inhibitor. Strains YAM2400 (WT) and YAM2402 (*exo2*Δ) were grown in rich medium to mid-log phase before addition of 40 μg/ml TSA or equivalent volume of DMSO for 2 hours. TSA-treated and control cells were then collected prior or after addition of H_2_O_2_ for 15 min. *ctt1* mRNA (**A**) and *XUT0794* (**B**) were quantified as described above. Data are presented as mean +/- SEM, calculated from three biological replicates. **C.** ChIP analysis of H4K5/8/12/16 acetylation along *ctt1*. Culture, cross-linking and chromatin extraction were as described in Fig 4B. For each position, data were first normalized on *act1*, then on the level of histone H3, immunoprecipitated from the same chromatin. Data are presented as above. *p<0.05; ***p<0.001; ns, not significant upon t-test. **D.** ChIP analysis of H4K5/8/12/16 acetylation along the *SPAPB24D3*.*07c* gene (class 1) in WT and *exo2*Δ cells. YAM2400 (WT) and YAM2402 (*exo2*Δ) cells were grown to mid-log phase in rich medium. Cross-linking, chromatin extraction, data analysis and presentation were as described above. *p<0.05; **p<0.01; ns, not significant upon t-test.

On the basis of this observation, we predicted histone acetylation along *ctt1* to decrease upon *XUT0794* stabilization. ChIP experiments in *ctt1* induction conditions revealed a significant 50% and 30% reduction of histone H4K5/8/12/16 acetylation and H3K14 acetylation, respectively, in the *exo2*Δ mutant, in the region where *ctt1* gene and *XUT0794* overlap (Fig 5C and S5A Fig; probe C). These data support the idea that asXUT-mediated gene attenuation depends on HDAC, resulting in reduced levels of histone acetylation. Importantly, significant histone deacetylation in *exo2*Δ was also detected across *SPAPB24D3*.*07c*, another class 1 gene (Fig 5D), but not across the class 2 genes *ptb1* and *cuf1* (S5B and S5C Fig). This indicates that histone deacetylation is not a general feature of all the genes that are transcriptionally down-regulated in *exo2*Δ cells (classes 1–2) but is specific to those with asXUT (class 1).

In an attempt to identify the HDAC involved, we tested the effect of Clr3 (the ortholog of Hda1), Hos2 (a class I HDAC) and Clr6 (the ortholog of class I HDAC Rpd3). As Clr6 exists in at least two distinct complexes (Clr6-CI and -CII), we also tested a specific subunit for each them, namely the ING family protein Png2 (Clr6-CI) and the Sin3 family protein Pst2 (Clr6-CII), respectively [37]. We used null mutants for Clr3, Hos2, Png2 and Pst2, which are non-essential. For Clr6, which is essential, we used the thermo-sensitive *clr6-1* point mutation [38]. Except for *pst2*Δ, we could successfully combine these mutations with *exo2*Δ. Attenuation of *ctt1* was not suppressed in the *exo2*Δ *clr3*Δ, *exo2*Δ *hos2*Δ, *exo2*Δ *png2*Δ and *exo2*Δ *clr6-1* mutants (S6A–S6D Fig), indicating that none of the four tested factor is involved in the attenuation mechanism. In contrast, the *png2*Δ, *pst2*Δ and *clr6-1* single mutants exhibited a strong defect of *ctt1* induction (S6C–S6E Fig). In addition, the *png2*Δ and *clr6-1* mutations were synergic with *exo2*Δ (S6C and S6D Fig). This indicates that Exo2 and the Clr6 HDAC complexes are required for efficient *ctt1* induction, but act independently.

In conclusion, XUT-mediated attenuation of *ctt1* requires an HDAC activity, suggesting that mechanisms of regulation of gene expression by lncRNAs have been conserved across the yeast clade.

### Role of Set2-dependent H3K36me3 in *ctt1* attenuation

During transcription, elongating RNAPII recruits the histone methyltransferase (HMT) Set2, which methylates H3K36 across the gene body [39,40]. Set2-mediated H3K36 trimethylation (me3) then promotes HDAC recruitment and histone deacetylation [41,42,43], in order to suppress spurious intragenic transcription initiation [44,45].

The observation of decreased histone acetylation levels across the *ctt1* gene body in *exo2*Δ cells (Fig 5C) prompted us to test the role of Set2 and H3K36 methylation in the regulation. In WT cells, upon oxidative stress, we observed a peak of Set2 occupancy and H3K36me3 in the region overlapping *XUT0794* (probe C; Fig 6A and 6B), confirming that Set2 is recruited when *ctt1* expression is induced. In the *exo2*Δ mutant, H3K36me3 levels were significantly increased, in some positions of *ctt1*, including the 5’ region (probe B) and the 3’ extremity (probe E). Surprisingly, in the region overlapping *XUT0794* (probe C), where Set2 occupancy and histone deacetylation are the most pronounced (Figs 5C and 6A), the difference with the WT control was not statistically significant (Fig 6B). Perhaps a local change of H3K36me3 does not result into histone deacetylation at that position but to the nearby region.

**Fig 6:**
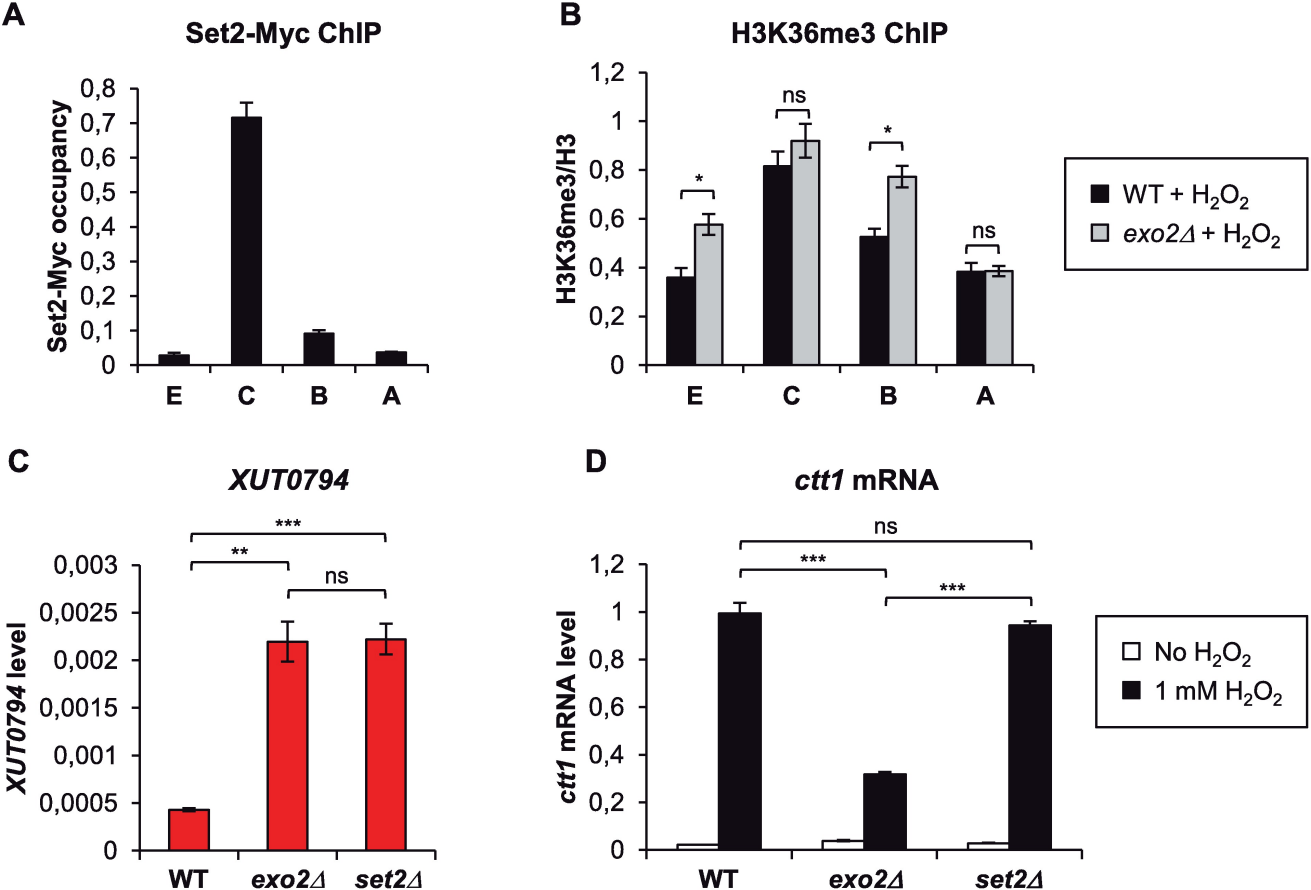
Role of Set2-dependent H3K36me3 in *ctt1* attenuation. **A.** Set2 is recruited to *ctt1* upon oxidative stress. YAM2816 (Set2-13Myc [60]) cells were grown as in Fig 2B. Cross-linking and chromatin extraction were as described in Fig 4. Data are presented as mean +/- SEM, calculated from three biological replicates. **B.** ChIP analysis of H3K36 trimethylation (me3) along *ctt1* in *exo2*Δ cells. Strains YAM2400 (WT) and YAM2402 (*exo2*Δ) were grown as in Fig 2B. Cross-linking and chromatin extraction were as described in Fig 4. Data analysis was performed as described in Fig 5C. Average values and SEM were calculated from three biological replicates. *p<0.05; ns, not significant upon t-test. **C.** Analysis of *XUT0794* level in *set2*Δ cells. Strains YAM2400 (WT), YAM2402 (*exo2*Δ) and YAM2797 (*set2*Δ) were grown to mid-log phase in rich medium. *XUT0794* level was quantified from total RNA as described in Fig 2C. Data are presented as mean +/- SEM, calculated from three biological replicates. ** *p* < 0.01; *** *p* < 0.001; ns, not significant upon t-test. **D.** Analysis of *ctt1* mRNA induction in *set2*Δ cells. Strains YAM2400 (WT), YAM2402 (*exo2*Δ) and YAM2797 (*set2*Δ) were grown as in Fig 2B. *ctt1* mRNA was quantified by strand-specific RT-qPCR as described in Fig 2C. Data are presented as above. *** *p* < 0.001; ns, not significant upon t-test.

In parallel, we analyzed the effect of Set2 inactivation on *XUT0794* expression and *ctt1* mRNA induction. We could only characterize single mutants, as despite our efforts, we failed to combine *set2*Δ and *exo2*Δ, suggesting that the double mutant is lethal. Strikingly, we found that *set2*Δ cells accumulate *XUT0794* into levels similar to the *exo2*Δ mutant (Fig 6C). However, *ctt1* induction was found to be normal in the *set2*Δ context (Fig 6D). These data indicate that the *XUT0794*-associated regulation of *ctt1* is impaired when Set2 is inactivated.

In summary, Set2 is recruited to *ctt1* upon oxidative stress. In absence of Set2, *XUT0794* accumulation and *ctt1* attenuation are decoupled, indicating that Set2 is required for the *XUT0794*-associated regulation of *ctt1*.

### Dcr1 regulates *ctt1* induction independently of Exo2

The data presented above show that the Exo2-dependent RNA decay controls *ctt1* induction and restricts the level of the antisense *XUT0794*. We asked whether other RNA processing factors could be involved in the regulation. We tested the role of Dicer (Dcr1), involved in RNAi.

As shown in Fig 7A, *ctt1* attenuation is not suppressed in the *exo2*Δ *dcr1*Δ double mutant. Rather, *ctt1* was found to be attenuated in the *dcr1*Δ single mutant, and we observed a synergic effect in the *exo2*Δ *dcr1*Δ double mutant. On the other hand, Dicer overexpression in *exo2*Δ cells had no impact on *ctt1* attenuation (S7A–S7C Fig). These data indicate that Exo2 and Dcr1 control *ctt1* induction through distinct mechanisms. This is further supported by the observation that *XUT0794* levels are unchanged in *exo2*Δ *dcr1*Δ cells compared to *exo2*Δ cells (Fig 7B) and by ChIP experiments showing that in oxidative stress conditions, RNAPII (Fig 7C) and H3K36me3 (S7D Fig) levels are normal in *dcr1*Δ cells while histone H4K5/8/12/16 acetylation is strongly reduced across the whole *ctt1* locus, including the promoter region (Fig 7D).

**Fig 7:**
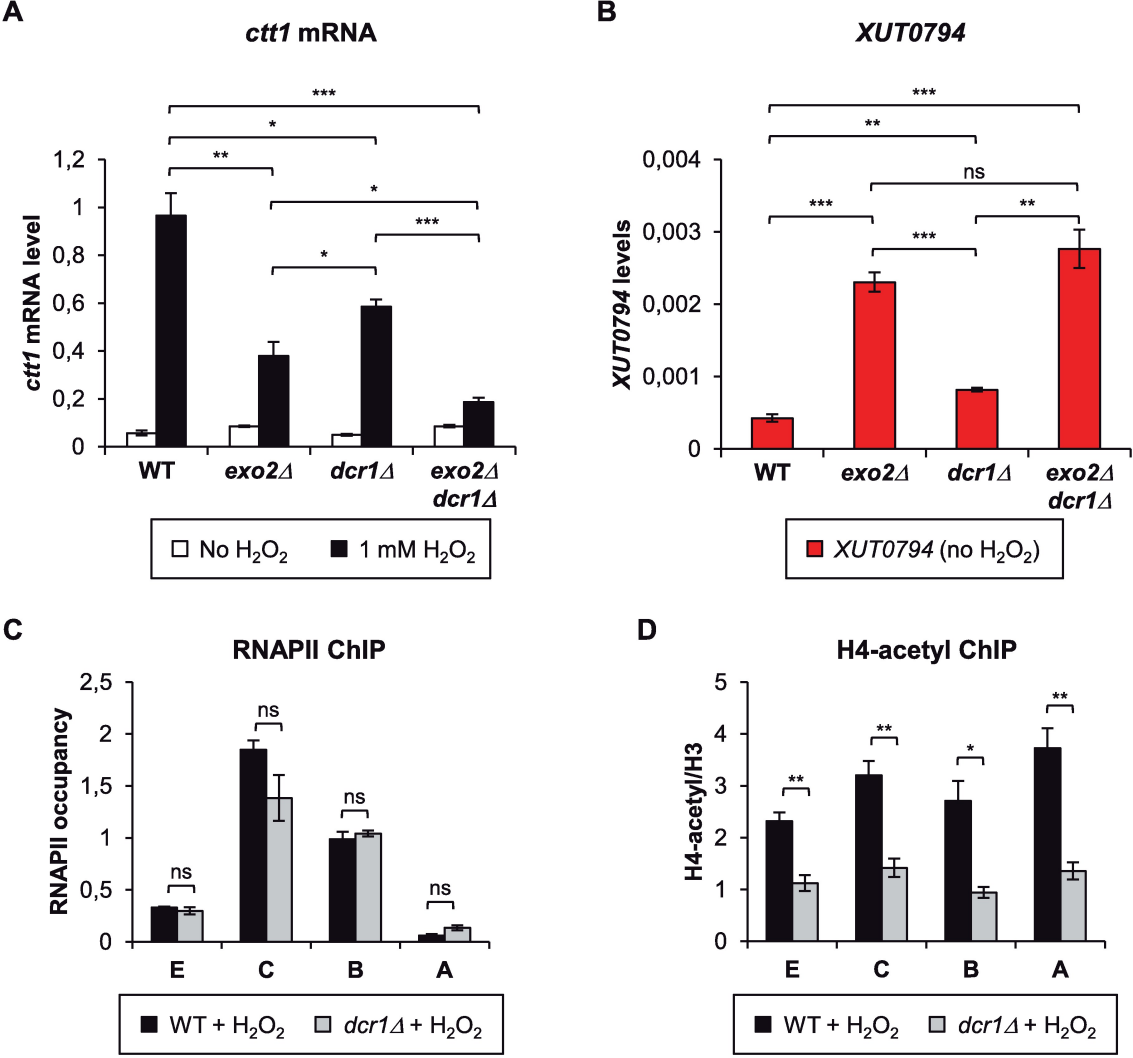
Dicer controls *ctt1* induction independently of Exo2. **A.** Analysis of *ctt1* mRNA induction in WT, *exo2*Δ, *dcr1*Δ and *exo2*Δ *dcr1*Δ cells. Strains YAM2400 (WT), YAM2402 (*exo2*Δ), YAM2406 (*dcr1*Δ) and YAM2404 (*exo2*Δ *dcr1*Δ) were grown as described in Fig 2B. *ctt1* mRNA was quantified by strand-specific RT-qPCR as described in Fig 2C. Data are presented as mean +/- SEM, calculated from three biological replicates. * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001 upon t-test. **B.** Analysis of *XUT0794* level in in WT, *exo2*Δ, *dcr1*Δ and *exo2*Δ *dcr1*Δ cells. Strains YAM2400 (WT), YAM2402 (*exo2*Δ), YAM2406 (*dcr1*Δ) and YAM2404 (*exo2*Δ *dcr1*Δ) were grown to mid-log phase in rich medium. *XUT0794* was quantified by strand-specific RT-qPCR as described in Fig 2C. Data are presented as mean +/- SEM, calculated from three biological replicates. ** *p* < 0.01; *** *p* < 0.001; ns, not significant upon t-test. **C.** ChIP analysis of RNAPII occupancy across *ctt1* in *dcr1*Δ cells. Strains YAM2400 (WT) and YAM2406 (*dcr1*Δ) were grown as in Fig 2B. Cross-linking, chromatin extraction and data analysis were as described in Fig 4B. Data are presented as mean +/- SEM, calculated from three biological replicates. ns, not significant upon t-test. **D.** ChIP analysis of H4K5/8/12/16 acetylation (H4-acetyl) along *ctt1* in *dcr1*Δ cells. Strains YAM2400 (WT) and YAM2406 (*dcr1*Δ) were grown as in Fig 2B. Cross-linking and chromatin extraction were as described in Fig 4B. Data analysis was performed as described in Fig 5C. Data are presented as mean +/- SEM, calculated from three biological replicates. *p<0.05; **p<0.01 upon t-test.

Thus, Exo2 and Dcr1 regulate *ctt1* induction through independent mechanisms, which is consistent with the observation that asXUTs are globally not targeted by RNAi in *S*. *pombe* [30].

## Discussion

Previous studies in different eukaryotic models have shown that aslncRNAs can regulate sense gene expression [14]. However, the molecular bases for aslncRNAs-mediated regulation remain largely unknown. In budding and fission yeasts, aslncRNAs are actively degraded by the Xrn1/Exo2-dependent cytoplasmic 5’-3’ RNA decay pathway [28,29,30]. These Xrn1/Exo2-sensitive aslncRNAs are named XUTs [28]. In budding yeast, asXUTs stabilization was shown to result into transcriptional attenuation of a subset of genes, referred to as class 1 [28]. Whether such an asXUT-associated regulation is conserved in other organisms was unknown.

Here, we used NET-Seq to identify genes showing transcriptional attenuation upon stabilization of their paired-asXUT (class 1) in *S*. *pombe*. Importantly, asXUT presence and sense gene attenuation in *exo2*Δ are not independent, supporting the idea that the regulation is mediated by the stabilized asXUTs and is not a side effect of Exo2 inactivation. However, additional mechanistic analyses are required to confirm this hypothesis.

In a previous study, we reported that the asXUT-associated genes are globally less transcribed than the ‘solo’ ones (without asXUT), displaying an hypoacetylated promoter and hyperacetylation across the gene body [30]. Here we show that the asXUT-associated genes can be separated in two distinct subgroups, namely class 1 (attenuated upon asXUT stabilization in *exo2*Δ) and class 3 (unchanged in *exo2*Δ). Class 1 corresponds to highly transcribed genes showing prominent nucleosome depletion and high histone acetylation levels at the promoter. In addition, class 1 displays high TSS-proximal antisense transcription, suggesting that the TSS region could be a possible determinant for aslncRNA-mediated regulation. In contrast, class 3 is weakly transcribed, and displays poor promoter-proximal nucleosome depletion and low histone acetylation. Upon stabilization of asXUTs, transcription of class 1 drops down to the basal levels of class 3. This suggests the existence of a regulatory threshold, *ie* asXUTs would modulate expression of their associated sense genes, only if expression is above this threshold. This hypothesis contrasts with a previous model based on the analysis of sense-antisense RNA levels in budding yeast, which proposed that antisense-mediated repression would be restricted to low sense expression [46].

Our data suggests that a subset of asXUTs could regulate gene expression at the transcriptional level, reducing sense transcription, as previously shown in *S*. *cerevisiae* [18,28]. XUTs could also act at other steps of the gene expression process, especially at the post-transcriptional level. In this regard, aslncRNAs have been shown to modulate protein production in response to osmotic stress in *S*. *pombe* [23]. In *S*. *cerevisiae*, disruption of several aslncRNAs results into increased protein synthesis from their paired-sense mRNAs, indicating a role of these aslncRNAs in the control of protein abundance [47]. Future investigations will be required to explore the regulatory potential of asXUTs and to determine the step(s) of the gene expression process they act on.

To get insights into the mechanism by which asXUTs could attenuate gene expression, we selected a class 1 representative, the catalase-coding gene *ctt1*, for further characterization. Induction of *ctt1* in response to oxidative stress was attenuated in *exo2*Δ cells, correlating with antisense *XUT0794* accumulation. Our data indicate that *ctt1* attenuation in Exo2-deficient cells occurs at the transcriptional level and is mediated by HDAC activity. Our attempts to identify the HDAC involved in the attenuation mechanism were unsuccessful, most likely due to redundancy of HDAC activities, considering the results obtained upon TSA treatment. On the other hand, we show that the Clr6CI-II complexes (the homolog of Rpd3L and Rpd3S, respectively) are required for *ctt1* induction (S6C–S6E Fig). The mechanism of HDAC recruitment also remains to be determined. Although we cannot formally exclude a direct recruitment by the asXUT itself, the HDAC is probably recruited through the Set2-dependent H3K36me3 marks. Consistent with this hypothesis, the most hypoacetylated region of *ctt1* corresponds to the peak of Set2 occupancy and H3K36me3. Furthermore, at the RNA level, the loss of HDAC activity and the inactivation of Set2 have a similar effect, decoupling *XUT0794* accumulation and *ctt1* regulation.

Whether *ctt1* attenuation in *exo2*Δ cells depends on the stabilized asXUT *per se* and/or on the act of antisense transcription remains unsolved to date. On one hand, the ribozyme experiment shows that *ctt1* attenuation level positively correlates with *XUT0794* abundance (Fig 3E and 3F), in a context where the promoter of the XUT (and presumably the level of antisense nascent transcription) remains unchanged, which is consistent with a regulation mediated by the RNA. On the other hand, the local increase of H3K36me3 across the *ctt1* gene body in *exo2*Δ cells (Fig 6B) suggests that *ctt1* regulation could also depend on transcriptional interference. In fission yeast, gene repression by transcriptional interference requires Set2 and the Clr6CII complex [48]. Here, we show that Set2 and Clr6CII have different effects on *ctt1* induction: it is normal in Set2-deficient cells (Fig 6D) but attenuated upon inactivation of Clr6CII components (S6E Fig). This suggests that the roles of Set2 and Clr6CII might differ from a gene to another.

The model of a RNA-mediated regulation raises a key mechanistic question: how could an asXUT, which in all likelihood accumulates in the cytoplasm in *exo2*Δ cells, act in the nucleus to regulate the transcription of their paired-sense genes? This remains unknown to date. One possibility is that the stabilized XUTs could shuttle between the cytoplasm to the nucleus, as shown for tRNAs in budding yeast [49,50] and also in mammalian cells [51].

Most of the effects we described have been observed in mutant cells. But does antisense *XUT0794* play any role in WT cells? Interestingly, we observed that *XUT0794* is also rapidly induced in WT cells after H_2_O_2_ addition, suggesting that it could participate in the modulation of *ctt1* induction. In this respect, a recent study in human fibroblasts identified a class of stress-induced aslncRNAs, which are activated upon oxidative stress [8], suggesting that aslncRNAs induction might be part of a conserved response to oxidative stress in Eukaryotes. Demonstrating that *XUT0794* plays a direct role in the modulation of *ctt1* during oxidative stress relies, among others, on the ability to block its expression. Unfortunately, none of the strategies we used in this work succeeded into blocking *XUT0794*. Additional work will be required to implement in fission yeast other techniques developed in *S*. *cerevisiae* to strand-specifically block aslncRNA synthesis [47,52], which remains technically challenging yet. For instance, at some loci, the CRISPR interference approach is not strand-specific and results in the production of novel isoforms of the targeted aslncRNA [53].

Efficient induction of *ctt1* upon oxidative stress depends on multiple factors [54]. In addition to Exo2, we showed that Dcr1 also contributes to *ctt1* induction. Our data indicate that Dcr1 and Exo2 regulate *ctt1* through distinct mechanisms, which is consistent with the observations that asXUTs are not targeted by Dicer in fission yeast [30]. Interestingly, Dcr1 was recently shown to promote efficient termination of a set of highly transcribed genes, corresponding to sites of replication stress and DNA damage [55], and *ctt1* belongs to this set of Dcr1-terminated genes. Thus, one possibility could be that Dcr1 regulates *ctt1* induction at the level of transcription termination. However, our ChIP data did not reveal any significant change of RNAPII occupancy at the 3’ extremity of *ctt1* in *dcr1*Δ cells, upon oxidative stress (Fig 7C). Additional analyses are therefore required to decipher the mechanism by which Dcr1 regulates *ctt1* induction.

In conclusion, our work in budding and fission yeasts shows that the cytoplasmic 5’-end RNA decay plays a key role in controlling aslncRNAs endowed with regulatory potential. Given the high conservation of Xrn1 in Eukaryotes, it is tempting to speculate that asXUTs and their regulatory activity are conserved in higher eukaryotes, contributing in buffering genome expression, and adding another layer to the complexity of gene regulation.

## Materials & methods

### Yeast strains, plasmids and media

All the strains used in this study are listed in S5 Table. Mutant strains were constructed by meiotic cross or transformation, and verified by PCR on genomic DNA and/or RT-qPCR. Plasmid pAM353 for expression of *XUT0794* in *trans* was constructed by cloning *XUT0794* in the SalI site of pREP41 (*ars1 LEU2 P41nmt1*). Sanger sequencing confirmed the correct orientation of the insert and the absence of mutation. Hammerhead ribozyme [56] was inserted in *XUT0794* by two-step PCR, giving a 3.2 Kb final product corresponding to *ctt1* mRNA coordinates +/- 500 bp that was cloned in pREP41. After verification of absence of additional mutations by Sanger sequencing, the ribozyme-containing construct was excised and transformed in the YAM2534 strain (*ctt1*::*ura4*). Transformants were selected on 5-FOA plates and analyzed by PCR on genomic DNA. Deletion of *exo2* was performed subsequently.

Strains were grown at 32°C to mid-log phase (OD_595_ 0,5) in YES or EMM-L medium. For *ctt1* induction, 1 mM H_2_O_2_ was added for 15 minutes [34], or different time points for analysis of kinetics of induction. Expression from *P41nmt1* was repressed by growing cells in EMM-L + 15 μM thiamine for 24 hours.

### NET-Seq

NET-Seq libraries were constructed from biological duplicates of YAM2507 (*exo2*Δ *rpb3-flag*) cells and sequenced as previously described [30]. Libraries for the WT strain YAM2492 (*rpb3-flag*) were described in the same previous report [30].

After removal of the 5’-adapter sequence, reads were uniquely mapped to the reference genome (ASM294v2.30) using version 0.12.8 of Bowtie [57], with a tolerance of 2 mismatches.

Differential analysis was performed between the IP samples from WT and *exo2*Δ using DESeq [58]. Genes showing significant decrease (*P*-value <0.05, adjusted for multiple testing with the Benjamini-Hochberg procedure) in the mutant were defined as class 1 & 2.

Raw sequences have been deposited to the NCBI Gene Expression Omnibus (accession number GEO: GSE106649). A genome browser for visualization of NET-Seq processed data is accessible at http://vm-gb.curie.fr/mw3.

### Total RNA extraction

Total RNA was extracted from exponentially growing cells using standard hot phenol procedure, resuspended in nuclease-free H_2_O (Ambion) and quantified using a NanoDrop 2000c spectrophotometer.

### Northern blot

10 μg of total RNA were loaded on denaturing 1.2% agarose gel and transferred to Hybond-XL nylon membrane (GE Healthcare). *ctt1* mRNA and U3B were detected using AMO2063 and AMO2081 oligonucleotides, respectively (see S6 Table). ^32^P-labelled probes were hybridized overnight at 42°C in ULTRAhyb-Oligo hybridization buffer (Ambion). Quantitation used a Typhoon Trio PhosphorImager and the ImageQuant TL v5.2 sofware (GE Healthcare).

### Strand-specific RT-qPCR

Strand-specific reverse transcription (RT) reactions were performed from at least three biological replicates, using 1 μg of total RNA and the SuperScript II Reverse Transcriptase kit (Invitrogen), in the presence of 6,25 μg/ml actinomycin D. For each sample, a control without RT was included. Subsequent quantitative real-time PCR were performed on technical duplicates, using a LightCycler 480 instrument (Roche). Oligonucleotides used are listed in S6 Table.

### ChIP

ChIP analysis was performed from three biological replicates, for each strain. Exponentially growing (OD_595_ 0,5) cells were fixed for 10 minutes at room temperature using formaldehyde (1% final concentration), then glycine was added (0,4 M final concentration) for 5 minutes. Chromatin was sonicated using a Bioruptor sonication device (Diagenode). Antibodies used were 8WG16 (Covance) for RNAPII, H14 (Covance) for RNAPII S5-Pho, 3E10 (Millipore) for RNAPII S2-Pho, ab1791 (Abcam) for histone H3, 05–1355 (Millipore) for acetyl-H4 (Lys5/8/12/16), 07–353 (Millipore) for acetyl-H3 (Lys14), ab9050 (Abcam) for H3K36me3 and 9E10 (Protein Expression and Purification Core Facility, Institut Curie) for Myc. Quantitative real-time PCR were performed in technical duplicates on a StepOnePlus machine (Applied Biosystems) or on a LightCycler 480 instrument (Roche). Oligonucleotides used are listed in S6 Table.

## Supporting information

S1 Fig Antisense XUT stabilization induces transcriptional attenuation of a class of highly expressed genes. **A.** Global RNAPII transcription in WT and *exo2Δ* cells. Density plot of *exo2Δ*/WT NET-Seq signal ratio for mRNAs (blue), sn(o)RNAs (black) and XUTs (red). **B.** Metagene view of NET-Seq signals along class 1–4 genes in WT cells. For each class, normalized signal (tag/nt, log_2_) along mRNA transcription start site (TSS) +/- 1000 nt (sense strand) and the antisense (as) strand were piled up, in a strand-specific manner. Average signal for each strand was plotted for class 1 (red), 2 (blue), 3 (green) and 4 (black). The shading surrounding each line denotes the 95% confidence interval. **C.** Box-plot of NET-Seq signal (tag/nt, log_2_) for XUTs antisense to class 1 and class 3 genes in WT and *exo2Δ* (Δ) cells. **D.** Metagene view of nascent antisense transcription (NET-Seq) signal around the sense gene TSS of class 1–4 genes, in WT cells. The shading surrounding each line denotes the 95% confidence interval. **E.** Metagene of H3 levels for class 1–4 genes in WT cells. The analysis was performed using previously published ChIP-Seq data [30]. Metagene representation of signal for class 1 (red), class 2 (blue), class 3 (green) and class 4 (black) was performed as above, in a strand-unspecific manner. The shading surrounding each line denotes the 95% confidence interval. **F.** Metagene view of H3K14 acetylation for class 1–4 genes in WT cells. ChIP-Seq libraries construction and sequencing were previously described [30]. Metagene representation of signal for each class of genes was performed as above, using ratio of coverage (log_2_) for H3K14ac and H3.
(TIF) Click here for additional data file.

S2 Fig Stabilization of *XUT0794* antisense to *ctt1* correlates with H_2_O_2_ sensitivity in *exo2Δ* cells. **A.** Snapshot of total RNA-Seq signals along the *ctt1* locus in WT and *exo2Δ* cells. RNA-Seq data were previously published [30]. Densities (tag/nt) for the + and—strands are visualized in the upper and lower panels, respectively. The signals for the WT and the *exo2Δ* strains are represented as black and grey lines, respectively. **B.** Exo2-deficient cells display a slow growth phenotype. YAM2400 (WT) and YAM2402 (*exo2Δ*) cells were grown in rich (YES) medium, at 32°C. OD_595_ was measured every hour. OD_595_ at time 0 was set to 1, for each strain. Data are expressed in a log scale. **C.** Loss of Exo2 confers sensitivity to hydrogen peroxide. Serial 1:10 dilutions of YAM2400 (WT) and YAM2402 (*exo2Δ*) cells were dropped on solid rich medium (YES) containing or not 2 mM H_2_O_2_. Plates were incubated at the indicated temperature for 3–4 days.
(TIF) Click here for additional data file.

S3 Fig Effect of *XUT0794* overexpression in *cis* and in *trans*. **A.** Attenuation of *ctt1* mRNA upon overexpression of *XUT0794* in *cis*. Strains YAM2400 (WT) and YAM2474 (*P41nmt1*-*XUT0794*) were grown for 24 hours to mid-log phase in EMM medium +/- 15 μM thiamine, before addition of H_2_O_2_ for 15 min. Levels of *XUT0794* (red) and *ctt1* mRNA (blue) were quantified from total RNA using strand-specific RT-qPCR and normalized on the level of the U3B snoRNA. Data are presented as mean +/- SEM from three biological replicates. **B.** Induction of *ctt1* mRNA upon *XUT0794* overexpression in *trans*. YAM2475 (empty vector) and YAM2476 (pAM353; *P41nmt1*-*XUT0794*) cells were grown for 24 hours to mid-log phase in EMM-L medium, before addition of H_2_O_2_ for 15 min. Determination of *XUT0794* and *ctt1* mRNA levels and data presentation are as above.
(TIF) Click here for additional data file.

S4 Fig Transcription of *act1* is not controlled by an asXUT. Snapshot of total (input) and nascent (IP) NET-Seq signals along the *act1* gene in WT (upper panels) and *exo2Δ* (lower panels) cells. In each panel, the signal corresponding to the sense (+) and antisense (-) strand is shown in blue and pink, respectively. Blue arrows and boxes represent the mRNAs and coding sequences, respectively. NET-Seq data for the WT strain were previously described [30]. The snapshot was produced using VING [59].
(TIF) Click here for additional data file.

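The gene *act1* (SPBC32H8.12c) lies on chromosome II from 1475485 to 1477317 on the - strand and is listed in class 4. The annotated XUTs share 0 nt with it on the opposite strand. In *exo2*Δ, *act1* had 4302 and 8950 reads in the IP replicates and 4319 and 3347 reads in the input replicates. Its density was 2.33 ± 0.023 normalized reads per nt in the IP and 0.7005 ± 0.070 in the input (SD, n = 2). It ranks 26 by nascent signal among the class 4 genes. Its log2 fold change of IP over input was 1.74 (standard error 0.147, adjusted p = 9.16e-06 from limma), with 1.65 and 1.83 in the 2 replicates. The median of protein-coding genes on the same scale is 2.38; *act1* is below this median in both replicates. With each library centred on its median protein-coding gene, the log2 fold change of *act1* is -0.75.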

S5 Fig Histone deacetyation in *exo2Δ* cells is specific of class 1. **A.** ChIP analysis of H3K14 acetylation along *ctt1*. Culture, cross-linking and chromatin extraction were as described in Fig 4B. For each position, data were first normalized on *act1*, then on the level of histone H3, immunoprecipitated from the same chromatin. Data are presented as mean +/- SEM, calculated from three biological replicates. *p<0.05; **p<0.01; ns, not significant upon t-test. **B-C.** ChIP analysis of H4 K5/8/12/16 acetylation along the class 2 genes *cuf1* (**B**) and *ptb1* (**C**) in WT and *exo2Δ* cells. Cultures were as described in Fig 5D. Cross-linking, chromatin extraction, data analysis and presentation were as above. ns, not significant upon t-test.
(TIF) Click here for additional data file.

S6 Fig Analysis of *ctt1* attenuation in HDAC mutants. **A.** Effect of the Clr3 class II HDAC. YAM2400 (WT), YAM2402 (*exo2Δ*), YAM2407 (*clr3Δ*) and YAM2444 (*exo2Δ clr3Δ*) cells were grown in rich medium before (white) or after addition of 1 mM H_2_O_2_ for 15 minutes (black). *ctt1* mRNA levels were quantified by strand-specific RT-qPCR from total RNA as described in Fig 2C. Data are presented as mean +/- SEM from three biological replicates. *p<0.05; **p<0.01; ns, not significant upon t-test. **B.** Effect of Hos2 class I HDAC. Same as above using YAM2400 (WT), YAM2402 (*exo2Δ*), YAM2471 (*hos2Δ*) and YAM2472 (*exo2Δ hos2Δ*). *p<0.05; ***p<0.001; ns, not significant upon t-test. **C.** Effect of the Png2 subunit of the Clr6CI complex. Same as above using YAM2400 (WT), YAM2402 (*exo2Δ*), YAM2561 (*png2Δ*) and YAM2562 (*exo2Δ png2Δ*). *p<0.05; **p<0.01; ***p<0.001; ns, not significant upon t-test. **D.** Effect of Clr6 class I HDAC. Same as above using YAM2400 (WT), YAM2402 (*exo2Δ*), YAM2798 (*clr6-1*) and YAM2814 (*clr6-1 exo2Δ*). *p<0.05; ***p<0.001 upon t-test. **E.** Effect of the Pst2 subunit of the Clr6CII complex. Same as above using YAM2400 (WT), YAM2402 (*exo2Δ*) and YAM2815 (*pst2Δ*). *p<0.05; **p<0.01; ***p<0.001 upon t-test.
(TIF) Click here for additional data file.

S7 Fig Dicer controls *ctt1* induction independently of Exo2. **A-C.** WT cells with pREP-nmt1/LEU2 empty vector (pDM829, vector), and *exo2Δ* cells with pREP-nmt1/LEU2 or pREPNFLAG-Dcr1 (pDM914, Dcr1) plasmids [61] were grown to mid-log phase in EMM-Leu medium, before addition of H_2_O_2_ for 15 min. *ctt1* mRNA (**A**), *XUT0794* (**B**) and *dcr1* mRNA (**C**) were quantified from total RNA using strand-specific RT-qPCR and normalized on the level of the U3B snoRNA. Average values and SEM were calculated from three biological replicates. **p<0.01; ***p<0.001; ns, not significant upon t-test. **D.** ChIP analysis of H3K36 trimethylation (H3K36me3) along *ctt1* in *dcr1Δ* cells. Strains YAM2400 (WT) and YAM2406 (*dcr1Δ*) were grown as in Fig 2B. Cross-linking and chromatin extraction were as described in Fig 4B. Data analysis was performed as described in Fig 5C. Data are presented as mean +/- SEM, calculated from three biological replicates. ns, not significant upon t-test.
(TIF) Click here for additional data file.

S1 Table List of class 1 genes. (XLSX) Click here for additional data file.

S2 Table List of class 2 genes. (XLSX) Click here for additional data file.

S3 Table List of class 3 genes. (XLSX) Click here for additional data file.

S4 Table List of class 4 genes. (XLSX) Click here for additional data file.

S5 Table Yeast strains. (PDF) Click here for additional data file.

S6 Table Oligonucleotides. (PDF) Click here for additional data file.

## References

[1] ClarkMB, AmaralPP, SchlesingerFJ, DingerME, TaftRJ, et al (2011) The reality of pervasive transcription. PLoS Biol 9: e1000625; discussion e1001102. 10.1371/journal.pbio.1000625 21765801PMC3134446

[2] JarrouxJ, MorillonA, PinskayaM (2017) History, Discovery, and Classification of lncRNAs. Adv Exp Med Biol 1008: 1–46. 10.1007/978-981-10-5203-3_1 28815535

[3] WeryM, KwapiszM, MorillonA (2011) Noncoding RNAs in gene regulation. Wiley Interdiscip Rev Syst Biol Med 3: 728–738. 10.1002/wsbm.148 21381218

[4] GuttmanM, AmitI, GarberM, FrenchC, LinMF, et al (2009) Chromatin signature reveals over a thousand highly conserved large non-coding RNAs in mammals. Nature 458: 223–227. 10.1038/nature07672 19182780PMC2754849

[5] KhalilAM, GuttmanM, HuarteM, GarberM, RajA, et al (2009) Many human large intergenic noncoding RNAs associate with chromatin-modifying complexes and affect gene expression. Proc Natl Acad Sci U S A 106: 11667–11672. 10.1073/pnas.0904715106 19571010PMC2704857

[6] de Andres-PabloA, MorillonA, WeryM (2017) LncRNAs, lost in translation or licence to regulate? Curr Genet 63: 29–33. 10.1007/s00294-016-0615-1 27230909

[7] DjebaliS, DavisCA, MerkelA, DobinA, LassmannT, et al (2012) Landscape of transcription in human cells. Nature 489: 101–108. 10.1038/nature11233 22955620PMC3684276

[8] GiannakakisA, ZhangJ, JenjaroenpunP, NamaS, ZainolabidinN, et al (2015) Contrasting expression patterns of coding and noncoding parts of the human genome upon oxidative stress. Sci Rep 5: 9737 10.1038/srep09737 26024509PMC4448690

[9] SahaP, VermaS, PathakRU, MishraRK (2017) Long Noncoding RNAs in Mammalian Development and Diseases. Adv Exp Med Biol 1008: 155–198. 10.1007/978-981-10-5203-3_6 28815540

[10] SchmittAM, ChangHY (2016) Long Noncoding RNAs in Cancer Pathways. Cancer Cell 29: 452–463. 10.1016/j.ccell.2016.03.010 27070700PMC4831138

[11] RenganathanA, Felley-BoscoE (2017) Long Noncoding RNAs in Cancer and Therapeutic Potential. Adv Exp Med Biol 1008: 199–222. 10.1007/978-981-10-5203-3_7 28815541

[12] MercerTR, DingerME, MattickJS (2009) Long non-coding RNAs: insights into functions. Nat Rev Genet 10: 155–159. 10.1038/nrg2521 19188922

[13] RinnJL, ChangHY (2012) Genome regulation by long noncoding RNAs. Annu Rev Biochem 81: 145–166. 10.1146/annurev-biochem-051410-092902 22663078PMC3858397

[14] PelechanoV, SteinmetzLM (2013) Gene regulation by antisense transcription. Nat Rev Genet 14: 880–893. 10.1038/nrg3594 24217315

[15] UhlerJP, HertelC, SvejstrupJQ (2007) A role for noncoding transcription in activation of the yeast PHO5 gene. Proc Natl Acad Sci U S A 104: 8011–8016. 10.1073/pnas.0702431104 17470801PMC1859995

[16] CamblongJ, IglesiasN, FickentscherC, DieppoisG, StutzF (2007) Antisense RNA stabilization induces transcriptional gene silencing via histone deacetylation in S. cerevisiae. Cell 131: 706–717. 10.1016/j.cell.2007.09.014 18022365

[17] CamblongJ, BeyrouthyN, GuffantiE, SchlaepferG, SteinmetzLM, et al (2009) Trans-acting antisense RNAs mediate transcriptional gene cosuppression in S. cerevisiae. Genes Dev 23: 1534–1545. 10.1101/gad.522509 19571181PMC2704465

[18] BerrettaJ, PinskayaM, MorillonA (2008) A cryptic unstable transcript mediates transcriptional trans-silencing of the Ty1 retrotransposon in S. cerevisiae. Genes Dev 22: 615–626. 10.1101/gad.458008 18316478PMC2259031

[19] HouseleyJ, RubbiL, GrunsteinM, TollerveyD, VogelauerM (2008) A ncRNA modulates histone modification and mRNA induction in the yeast GAL gene cluster. Mol Cell 32: 685–695. 10.1016/j.molcel.2008.09.027 19061643PMC7610895

[20] PinskayaM, GourvennecS, MorillonA (2009) H3 lysine 4 di- and tri-methylation deposited by cryptic transcription attenuates promoter activation. EMBO J 28: 1697–1707. 10.1038/emboj.2009.108 19407817PMC2699354

[21] van WervenFJ, NeuertG, HendrickN, LardenoisA, BuratowskiS, et al (2012) Transcription of two long noncoding RNAs mediates mating-type control of gametogenesis in budding yeast. Cell 150: 1170–1181. 10.1016/j.cell.2012.06.049 22959267PMC3472370

[22] BittonDA, GrallertA, ScuttPJ, YatesT, LiY, et al (2011) Programmed fluctuations in sense/antisense transcript ratios drive sexual differentiation in S. pombe. Mol Syst Biol 7: 559 10.1038/msb.2011.90 22186733PMC3738847

[23] LeongHS, DawsonK, WirthC, LiY, ConnollyY, et al (2014) A global non-coding RNA system modulates fission yeast protein levels in response to stress. Nat Commun 5: 3947 10.1038/ncomms4947 24853205PMC4050258

[24] FauquenoyS, MigeotV, FinetO, Yague-SanzC, KhorosjutinaO, et al (2018) Repression of Cell Differentiation by a cis-Acting lincRNA in Fission Yeast. Curr Biol 28: 383–391 e383. 10.1016/j.cub.2017.12.048 29395921

[25] SwiezewskiS, LiuF, MagusinA, DeanC (2009) Cold-induced silencing by long antisense transcripts of an Arabidopsis Polycomb target. Nature 462: 799–802. 10.1038/nature08618 20010688

[26] YapKL, LiS, Munoz-CabelloAM, RaguzS, ZengL, et al (2010) Molecular interplay of the noncoding RNA ANRIL and methylated histone H3 lysine 27 by polycomb CBX7 in transcriptional silencing of INK4a. Mol Cell 38: 662–674. 10.1016/j.molcel.2010.03.021 20541999PMC2886305

[27] LeeJT, LuN (1999) Targeted mutagenesis of Tsix leads to nonrandom X inactivation. Cell 99: 47–57. 1052099310.1016/s0092-8674(00)80061-6

[28] Van DijkEL, ChenCL, d’Aubenton-CarafaY, GourvennecS, KwapiszM, et al (2011) XUTs are a class of Xrn1-sensitive antisense regulatory non coding RNA in yeast. Nature 475: 114–117. 10.1038/nature10118 21697827

[29] WeryM, DescrimesM, VogtN, DallongevilleAS, GautheretD, et al (2016) Nonsense-Mediated Decay Restricts LncRNA Levels in Yeast Unless Blocked by Double-Stranded RNA Structure. Mol Cell 61: 379–392. 10.1016/j.molcel.2015.12.020 26805575PMC4747904

[30] WeryM, GautierC, DescrimesM, YodaM, Vennin-RendosH, et al (2018) Native elongating transcript sequencing reveals global anti-correlation between sense and antisense nascent transcription in fission yeast. RNA 24: 196–208. 10.1261/rna.063446.117 29114019PMC5769747

[31] SzankasiP, SmithGR (1996) Requirement of S. pombe exonuclease II, a homologue of S. cerevisiae Sep1, for normal mitotic growth and viability. Curr Genet 30: 284–293. 878117010.1007/s002940050134

[32] KiefDR, WarnerJR (1981) Coordinate control of syntheses of ribosomal ribonucleic acid and ribosomal proteins during nutritional shift-up in Saccharomyces cerevisiae. Mol Cell Biol 1: 1007–1015. 705066110.1128/mcb.1.11.1007-1015.1981PMC369722

[33] MutohN, NakagawaCW, YamadaK (1999) The role of catalase in hydrogen peroxide resistance in fission yeast Schizosaccharomyces pombe. Can J Microbiol 45: 125–129. 1038064510.1139/w98-216

[34] CalvoIA, GarciaP, AyteJ, HidalgoE (2012) The transcription factors Pap1 and Prr1 collaborate to activate antioxidant, but not drug tolerance, genes in response to H2O2. Nucleic Acids Res 40: 4816–4824. 10.1093/nar/gks141 22344694PMC3367182

[35] KhvorovaA, LescouteA, WesthofE, JayasenaSD (2003) Sequence elements outside the hammerhead ribozyme catalytic core enable intracellular activity. Nat Struct Biol 10: 708–712. 10.1038/nsb959 12881719

[36] DrogatJ, HermandD (2012) Gene-specific requirement of RNA polymerase II CTD phosphorylation. Mol Microbiol 84: 995–1004. 10.1111/j.1365-2958.2012.08071.x 22553990

[37] NicolasE, YamadaT, CamHP, FitzgeraldPC, KobayashiR, et al (2007) Distinct roles of HDAC complexes in promoter silencing, antisense suppression and DNA damage protection. Nat Struct Mol Biol 14: 372–380. 10.1038/nsmb1239 17450151

[38] GrewalSI, BonaduceMJ, KlarAJ (1998) Histone deacetylase homologs regulate epigenetic inheritance of transcriptional silencing and chromosome segregation in fission yeast. Genetics 150: 563–576. 975519010.1093/genetics/150.2.563PMC1460350

[39] LiB, HoweL, AndersonS, YatesJR3rd, WorkmanJL (2003) The Set2 histone methyltransferase functions through the phosphorylated carboxyl-terminal domain of RNA polymerase II. J Biol Chem 278: 8897–8903. 10.1074/jbc.M212134200 12511561

[40] XiaoT, HallH, KizerKO, ShibataY, HallMC, et al (2003) Phosphorylation of RNA polymerase II CTD regulates H3 methylation in yeast. Genes Dev 17: 654–663. 10.1101/gad.1055503 12629047PMC196010

[41] DrouinS, LarameeL, JacquesPE, ForestA, BergeronM, et al (2010) DSIF and RNA polymerase II CTD phosphorylation coordinate the recruitment of Rpd3S to actively transcribed genes. PLoS Genet 6: e1001173 10.1371/journal.pgen.1001173 21060864PMC2965751

[42] GovindCK, QiuH, GinsburgDS, RuanC, HofmeyerK, et al (2010) Phosphorylated Pol II CTD recruits multiple HDACs, including Rpd3C(S), for methylation-dependent deacetylation of ORF nucleosomes. Mol Cell 39: 234–246. 10.1016/j.molcel.2010.07.003 20670892PMC2937259

[43] VenkateshS, WorkmanJL (2013) Set2 mediated H3 lysine 36 methylation: regulation of transcription elongation and implications in organismal development. Wiley Interdiscip Rev Dev Biol 2: 685–700. 10.1002/wdev.109 24014454PMC3767924

[44] CarrozzaMJ, LiB, FlorensL, SuganumaT, SwansonSK, et al (2005) Histone H3 methylation by Set2 directs deacetylation of coding regions by Rpd3S to suppress spurious intragenic transcription. Cell 123: 581–592. 10.1016/j.cell.2005.10.023 16286007

[45] KeoghMC, KurdistaniSK, MorrisSA, AhnSH, PodolnyV, et al (2005) Cotranscriptional set2 methylation of histone H3 lysine 36 recruits a repressive Rpd3 complex. Cell 123: 593–605. 10.1016/j.cell.2005.10.025 16286008

[46] XuZ, WeiW, GagneurJ, Clauder-MunsterS, SmolikM, et al (2011) Antisense expression increases gene expression variability and locus interdependency. Mol Syst Biol 7: 468 10.1038/msb.2011.1 21326235PMC3063692

[47] HuberF, BuninaD, GuptaI, KhmelinskiiA, MeurerM, et al (2016) Protein Abundance Control by Non-coding Antisense Transcription. Cell Rep 15: 2625–2636. 10.1016/j.celrep.2016.05.043 27292640PMC4920891

[48] ArdR, AllshireRC (2016) Transcription-coupled changes to chromatin underpin gene silencing by transcriptional interference. Nucleic Acids Res 44: 10619–10630. 10.1093/nar/gkw801 27613421PMC5159543

[49] ShaheenHH, HopperAK (2005) Retrograde movement of tRNAs from the cytoplasm to the nucleus in Saccharomyces cerevisiae. Proc Natl Acad Sci U S A 102: 11290–11295. 10.1073/pnas.0503836102 16040803PMC1183567

[50] TakanoA, EndoT, YoshihisaT (2005) tRNA actively shuttles between the nucleus and cytosol in yeast. Science 309: 140–142. 10.1126/science.1113346 15905365

[51] ShaheenHH, HoretskyRL, KimballSR, MurthiA, JeffersonLS, et al (2007) Retrograde nuclear accumulation of cytoplasmic tRNA in rat hepatoma cells in response to amino acid deprivation. Proc Natl Acad Sci U S A 104: 8845–8850. 10.1073/pnas.0700765104 17502605PMC1868590

[52] LenstraTL, CoulonA, ChowCC, LarsonDR (2015) Single-Molecule Imaging Reveals a Switch between Spurious and Functional ncRNA Transcription. Mol Cell 60: 597–610. 10.1016/j.molcel.2015.09.028 26549684PMC4656089

[53] HoweFS, RussellA, LamstaesAR, El-SagheerA, NairA, et al (2017) CRISPRi is not strand-specific at all loci and redefines the transcriptional landscape. Elife 6.10.7554/eLife.29878PMC566564529058669

[54] GarciaP, Encinar Del DedoJ, AyteJ, HidalgoE (2016) Genome-wide Screening of Regulators of Catalase Expression: ROLE OF A TRANSCRIPTION COMPLEX AND HISTONE AND tRNA MODIFICATION COMPLEXES ON ADAPTATION TO STRESS. J Biol Chem 291: 790–799. 10.1074/jbc.M115.696658 26567340PMC4705398

[55] CastelSE, RenJ, BhattacharjeeS, ChangAY, SanchezM, et al (2014) Dicer promotes transcription termination at sites of replication stress to maintain genome stability. Cell 159: 572–583. 10.1016/j.cell.2014.09.031 25417108PMC4243041

[56] LibriD, DowerK, BoulayJ, ThomsenR, RosbashM, et al (2002) Interactions between mRNA export commitment, 3'-end quality control, and nuclear degradation. Mol Cell Biol 22: 8254–8266. 10.1128/MCB.22.23.8254-8266.2002 12417728PMC134070

[57] LangmeadB, TrapnellC, PopM, SalzbergSL (2009) Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biol 10: R25 10.1186/gb-2009-10-3-r25 19261174PMC2690996

[58] AndersS, HuberW (2010) Differential expression analysis for sequence count data. Genome Biol 11: R106 10.1186/gb-2010-11-10-r106 20979621PMC3218662

[59] DescrimesM, ZouariYB, WeryM, LegendreR, GautheretD, et al (2015) VING: a software for visualization of deep sequencing signals. BMC Res Notes 8: 419 10.1186/s13104-015-1404-5 26346985PMC4562374

[60] DeGennaroCM, AlverBH, MargueratS, StepanovaE, DavisCP, et al (2013) Spt6 regulates intragenic and antisense transcription, nucleosome positioning, and histone modifications genome-wide in fission yeast. Mol Cell Biol 33: 4779–4792. 10.1128/MCB.01068-13 24100010PMC3889546

[61] YuR, JihG, IglesiasN, MoazedD (2014) Determinants of heterochromatic siRNA biogenesis and function. Mol Cell 53: 262–276. 10.1016/j.molcel.2013.11.014 24374313PMC4357591

# Supplementary material for: Bases of antisense lncRNA-associated regulation of gene expression in fission yeast
**Source:** PLoS Genet. 2018 Jul 5;14(7):e1007465. doi: 10.1371/journal.pgen.1007465
**Supplement:** S5 Table

**S5 Table. Yeast strains.**

| Strain ID | Genotype                                                                         | Source/Reference |
|-----------|----------------------------------------------------------------------------------|------------------|
| YAM2400   | <i>h<sup>-</sup></i>                                                             | (30)             |
| YAM2401   | <i>h<sup>+</sup> exo2Δ::kan<sup>R</sup></i>                                      | This work        |
| YAM2402   | <i>h<sup>-</sup> exo2Δ::kan<sup>R</sup></i>                                      | (30)             |
| YAM2404   | <i>h<sup>-</sup> exo2Δ::kan<sup>R</sup> dcr1Δ::nat<sup>R</sup></i>               | This work        |
| YAM2406   | <i>h<sup>-</sup> dcr1Δ::nat<sup>R</sup></i>                                      | This work        |
| YAM2407   | <i>h<sup>-</sup> clr3Δ::nat<sup>R</sup></i>                                      | This work        |
| YAM2444   | <i>h<sup>-</sup> exo2Δ::kan<sup>R</sup> clr3Δ::nat<sup>R</sup></i>               | This work        |
| YAM2471   | <i>h<sup>-</sup> hos2Δ::hph</i>                                                  | This work        |
| YAM2472   | <i>h<sup>+</sup> exo2Δ::kan<sup>R</sup> hos2Δ::hph</i>                           | This work        |
| YAM2474   | <i>h<sup>-</sup> nat<sup>R</sup>-P41nmt1-XUT0794</i>                             | This work        |
| YAM2475   | <i>h<sup>+</sup> ade6-216 ura4-D18 leu1-32 + pAM342/pREP41</i>                   | This work        |
| YAM2476   | <i>h<sup>+</sup> ade6-216 ura4-D18 leu1-32 + pAM353</i>                          | This work        |
| YAM2492   | <i>h<sup>-</sup> rpb3-flag::nat<sup>R</sup></i>                                  | This work        |
| YAM2507   | <i>h<sup>-</sup> exo2Δ::kan<sup>R</sup> rpb3-flag::nat<sup>R</sup></i>           | This work        |
| YAM2534   | <i>h<sup>+</sup> ade6-216 ura4-D18 leu1-32 ctt1::ura4</i>                        | This work        |
| YAM2561   | <i>h<sup>+</sup> png2Δ::kan<sup>R</sup></i>                                      | This work        |
| YAM2562   | <i>h<sup>-</sup> exo2Δ::kan<sup>R</sup> png2Δ::kan<sup>R</sup></i>               | This work        |
| YAM2565   | <i>h<sup>+</sup> ade6-216 ura4-D18 leu1-32 XUT0794-RZ</i>                        | This work        |
| YAM2567   | <i>h<sup>+</sup> ade6-216 ura4-D18 leu1-32 exo2Δ::nat<sup>R</sup> XUT0794-RZ</i> | This work        |
| YAM2797   | <i>h<sup>-</sup> set2::kan<sup>R</sup></i>                                       | This work        |
| YAM2798   | <i>h<sup>-</sup> clr6-1</i>                                                      | (38)             |
| YAM2814   | <i>h<sup>-</sup> clr6-1 exo2Δ::kan<sup>R</sup></i>                               | This work        |
| YAM2815   | <i>h<sup>-</sup> pst2::kan<sup>R</sup></i>                                       | This work        |
| YAM2816   | <i>h<sup>-</sup> ade6-216 leu1-32 ura4-D18 set2::13Myc-Kan<sup>R</sup></i>       | (60)             |
| YAM2817   | <i>h<sup>+</sup> ura4-XUT0794</i>                                                | This work        |

# Supplementary material for: Bases of antisense lncRNA-associated regulation of gene expression in fission yeast
**Source:** PLoS Genet. 2018 Jul 5;14(7):e1007465. doi: 10.1371/journal.pgen.1007465
**Supplement:** S6 Table

**S6 Table. Oligonucleotides.**

| ID      | Sequence 5'-3'           | Target                            | Use                        |
|---------|--------------------------|-----------------------------------|----------------------------|
| AMO2063 | TGGAAAAGCCATCCATGAAACGG  | <i>S. pombe ctt1</i>              | Northern blot              |
| AMO2065 | CACCGGTTGTCCCATTTT       | <i>S. pombe ctt1</i>              | qPCR (probe B)             |
| AMO2066 | CTCGGATCAAAGTGTGAA       | <i>S. pombe ctt1</i>              | qPCR (probe B)             |
| AMO2069 | CCCTCAGGAGGCTGAAAAAT     | <i>S. pombe ctt1</i>              | RT (XUT) + qPCR (probe C)  |
| AMO2070 | TCAAGGTAAAGCGTCCAACC     | <i>S. pombe ctt1</i>              | RT (mRNA) + qPCR (probe C) |
| AMO2080 | CTTTGAGGATGTGCTGATCG     | <i>S. pombe U3B</i>               | qPCR                       |
| AMO2081 | CATGACACGACCAAAAGGAA     | <i>S. pombe U3B</i>               | Northern-blot, RT & qPCR   |
| AMO2094 | TACGTTAGCGATGGTGTGG      | <i>S. pombe ctt1</i>              | qPCR (probe A)             |
| AMO2095 | AGCCTATCGTAGTCGCCAAA     | <i>S. pombe ctt1</i>              | qPCR (probe A)             |
| AMO2098 | GTTTGGCCGGTTTATCAATG     | <i>S. pombe ctt1</i>              | qPCR (probe E)             |
| AMO2099 | GACACTCGAGTTCTCCAATG     | <i>S. pombe ctt1</i>              | qPCR (probe E)             |
| AMO2280 | TTGCAACAATTTGCACACAA     | <i>S. pombe chr.I: 3953119-99</i> | qPCR                       |
| AMO2281 | TTCTAGTAGAACGCCAGTCTTCAA | <i>S. pombe chr.I: 3953119-99</i> | qPCR                       |
| AMO2350 | CCACTATGTATCCCGGTATTGC   | <i>S. pombe act1</i>              | qPCR                       |
| AMO2351 | CAATCTTGACCTTCATGGAGCT   | <i>S. pombe act1</i>              | qPCR                       |
| AMO2426 | AACCCTCAGCTTTGGGTCTT     | <i>S. pombe act1</i>              | qPCR                       |
| AMO2427 | TTTGCATACGATCGGCAATA     | <i>S. pombe act1</i>              | qPCR                       |
| AMO2515 | TCGGGCTGTTAAGACTGCTT     | <i>S. pombe dcr1</i>              | qPCR                       |
| AMO2516 | ATTGCCAGTTCCTCGTCATC     | <i>S. pombe dcr1</i>              | RT + qPCR                  |
| AMO2535 | GGCGTTCACGTACAGGAGAT     | <i>S. pombe ctt1</i>              | RT (mRNA) + qPCR (probe D) |
| AMO2536 | AGCAACCTAGAGCGTTTTGG     | <i>S. pombe ctt1</i>              | qPCR (probe D)             |
| AMO2820 | CCGTCCCTATTAAACGCAGT     | <i>S. pombe SPAPB24D3.07c</i>     | qPCR (probe A)             |
| AMO2821 | CCAACAAGGTCCAACGAAT      | <i>S. pombe SPAPB24D3.07c</i>     | qPCR (probe A)             |
| AMO2822 | ATTCGTTTGACCTTGTTGG      | <i>S. pombe SPAPB24D3.07c</i>     | qPCR (probe B)             |
| AMO2823 | GAAAGAGGGCCACTGGTGTA     | <i>S. pombe SPAPB24D3.07c</i>     | qPCR (probe B)             |
| AMO2824 | CTGACGCTTTGGTTGGTACA     | <i>S. pombe SPAPB24D3.07c</i>     | qPCR (probe C)             |
| AMO2825 | TGCTGATCTCGTTGAGGCTA     | <i>S. pombe SPAPB24D3.07c</i>     | qPCR (probe C)             |
| AMO2828 | TAAGCCAACACCCAGTTTCC     | <i>S. pombe cuf1</i>              | qPCR (probe A)             |
| AMO2829 | GCCCAAAAAGCAGTTTCAA      | <i>S. pombe cuf1</i>              | qPCR (probe A)             |
| AMO2830 | CTCCATTGAGCTTCCATTT      | <i>S. pombe cuf1</i>              | qPCR (probe B)             |
| AMO2831 | CACCTCATGCATGCCATTTT     | <i>S. pombe cuf1</i>              | qPCR (probe B)             |
| AMO2832 | AAACGCATTGTCAAAAAGG      | <i>S. pombe cuf1</i>              | qPCR (probe C)             |
| AMO2833 | CGATAGGATTCCGAATGTGG     | <i>S. pombe cuf1</i>              | qPCR (probe C)             |
| AMO2834 | CCACCACATTGTAATGGA       | <i>S. pombe ptb1</i>              | qPCR (probe A)             |
| AMO2835 | ACGGTTCGTTATGCAATGGT     | <i>S. pombe ptb1</i>              | qPCR (probe A)             |
| AMO2836 | TGGAGCTGAGTCACATGGAG     | <i>S. pombe ptb1</i>              | qPCR (probe B)             |
| AMO2837 | TTCAGGGCGACCATTTAATC     | <i>S. pombe ptb1</i>              | qPCR (probe B)             |
| AMO2838 | CATTCGGTAGCACGAAATCA     | <i>S. pombe ptb1</i>              | qPCR (probe C)             |
| AMO2839 | CTATCACTGGCAGCGAACAA     | <i>S. pombe ptb1</i>              | qPCR (probe C)             |

How the deposited data were processed for this re-analysis (not part of the article)

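NET-Seq was performed on *S. pombe* cells in which *exo2* is deleted and Rpb3 carries a Flag tag (YAM2507). The data are 2 nascent (IP) and 2 total (input) libraries, from 2 biological replicates. The labels of the samples give the genotype, the replicate number and the kind of library, and say that the input comes from the same biological samples as the IP. The WT libraries, the total RNA-Seq and the ChIP data of the paper were not analysed here.

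The authors removed the 5′ adapter, mapped the reads with Bowtie and kept those that map uniquely. The paper's text does not name the counting tool or the basis of the normalization factor. For IP replicate 1, the authors' deposited values are whole-number counts of reads per feature. For the other 3 libraries, the deposited values are a signal, the reads per feature multiplied by 1 factor per library. The deposited table also holds the density, a signal per nt, and density times length was checked to equal the normalized reads for all features. Dividing by the smallest positive value of each library gave whole reads for 100% of the values. The normalized totals lie close together, at 3338808 and 3.30e+06 for the IP and 3.24e+06 and 3.25e+06 for the input, so the factors bring the libraries close to the same total. With tRNA genes taking most of the input, this scale places nearly all other features higher in the IP, and the median protein-coding gene has a log2 IP over input of 2.38. The pooled columns of the table equal the sum of the replicates and were used only to set values on the scale of the paper's figures.

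Depth limits what single features can show. A XUT has a median of 5 and 10 reads in the IP replicates, and 413 and 494 of the 1638 XUTs have no read in input replicates 1 and 2. Poisson intervals of single features cover counting error only, since reads copied from the same molecule cannot be separated in the table. Features at 3 reads or fewer in both inputs are given with each input set to 3 reads. This is a lower bound of the observed ratio where an input has fewer, and the observed ratio where both have 3. It is not a bound of the true ratio, since counting error can put the expected input above 3 reads.

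The table has 19343 entries, of which 9139 are features other than coding sequences. Gene names were taken from the table itself. Its coordinates were checked against the reference genome: 5113 of the 5119 coding sequences on chromosomes I to III start with ATG, end with a stop codon and have a whole number of codons there. Classes 1 to 4 were taken from S1 to S4 Tables. An asXUT was counted where it overlaps the gene on the opposite strand by 50 nt or more.

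The nascent signal is log2(density + 0.000118), averaged over the replicates, and the pseudocount is the smallest positive density of the IP libraries. Two-sided permutation tests (100000 permutations, seed 20) compared medians between lists of genes, with Benjamini-Hochberg adjustment over the 6 pairs of classes. The association of asXUT and attenuation was tested with the chi-square test that the paper names, with Yates' correction. IP and input were compared with limma with trend on log2(normalized reads + 0.318), over the 8651 features with a value above 0 in 2 or more libraries, at an adjusted p of 0.05. On this scale, fold changes of features with few reads are understated. IP over input by class is the log2 ratio of the IP to the input of the same replicate number. That the numbers pair the libraries is stated by the labels. Over 4644 protein-coding genes with at least 10 reads, the replicate differences of IP and input correlate with r = 0.152.

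Alternatives fixed before the data were examined were a pseudocount 10 times smaller and 10 times larger, libraries centred on the median protein-coding gene, a filter at the 10th percentile of protein-coding genes, means in place of medians, genes of 500 to 3000 nt, reads per feature in place of reads per nt, the input subtracted, each replicate left out, the input of the other replicate number, the replicate number as a block, limma without trend, and the chi-square test without correction, as Fisher's exact test and as Mantel-Haenszel tests over 5 groups of genes by nascent signal or length. Chosen after seeing the data were edgeR's quasi-likelihood test (TMM, filterByExpr) on the recovered reads, features without a small RNA gene on the same strand, XUTs without a gene on the same strand, and any length of antisense overlap. On the recovered reads, of which 100% were whole, edgeR called 2462 of 7097 features, 1098 higher and 1364 lower in the IP.

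The tests were tried on simulated data. With 200 changed features, limma recovered 199 and made 2 false calls among 8751 features, and edgeR recovered 199 with 7 false calls among 7451. Both kinds of library were drawn there from the proportions of the IP libraries. The simulated input thus lacks the shift between IP and input, so it does not show the rate of false calls in the real comparison. The permutation test of medians called 7% of 400 simulations without a shift.

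Named in the text are genes and XUTs that the paper names, the 3 class 1 and 3 class 3 genes with the highest nascent signal, and the 3 features with the largest change each way between IP and input among those past the threshold and changed the same way in both replicates. This rule was fixed before the data were examined. The snRNA genes, *bmt2*, *mug28*, *prm1*, SPAC17G6.03 and SPBC1271.08c were named after their values were seen.

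The software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6, numba 0.67.0 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1 and edgeR 4.0.16.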

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

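The tests in this part were chosen after the results were seen. Both results are signals at features whose values in these *exo2*Δ libraries the paper does not report.

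The 5 spliceosomal snRNA genes have a median log2 IP over input of 5.37, with 5.39 in replicate 1 and 5.35 in replicate 2, and take 21.9% and 24.5% of the normalized reads of the IP libraries against 0.526% and 0.484% of those of the input. The gene *snu4* has 50 and 92 reads in the IP replicates and 1 and 0 in the inputs. The next lowest, *snu6*, has 8603 and 22617 in the IP, so *snu4* adds little to these shares. With each input set to 3 reads, *snu4* is 46.2-fold higher in the IP, and with this value the median is the same 5.37. It is a lower bound of the observed ratio only, since the 95% Poisson upper limits of its inputs are 5.57 and 3.69 reads. The gene *snu6* is apart from the other 4, with 2.68 (2.496 and 2.86 in the replicates), inside the range of 1.31 to 3.53 that covers 95% of protein-coding genes, so that it is not enriched beyond these. A single factor per library, such as depth or normalization, moves protein-coding genes alike, and the median snRNA gene lies above these by 3.09 and 2.89 in the 2 replicates, which argues against it for the 4 genes other than *snu6*. Small stable RNAs in general are not carried into the IP to this extent, since relative to protein-coding genes the snoRNA genes lie at -1.29 and the tRNA genes at -3.60. Dense RNAPII over the snRNA genes stays open. In the annotated transcripts that overlap *snu2* and *snu5*, the IP density of the snRNA is above that of the rest of the transcript. The smaller ratio of the 2 replicates is 11.54 and 9.05 log2 units, and *snu6* lies 3.90 above the median tRNA gene. Such a drop within the transcripts would also follow where RNAPII terminates just behind the mature end, so these values do not decide. *snu5* starts at 3236867 and its transcript at 3236872. The reads outside *snu5* were taken by subtraction, so any *snu5* reads before the transcript make its ratio too high. A candidate explanation is that mature snRNPs stay with RNAPII through the purification. All 5 snRNA genes lie above the median of the snoRNA genes, the lowest, *snu6*, by 1.59, which is consistent with it but was seen before the test was chosen, and the level of *snu6* is that of protein-coding genes. The design has no library of untagged cells among those analysed here, so these 2 explanations cannot be told apart, and no biological explanation that the design names was tested.

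The main coding exon of *exo2*, the gene that is deleted in this strain, holds 44 and 86 reads in the IP replicates and 26 and 23 reads in the input replicates. A mislabelled library from cells with an intact *exo2* is argued against: relative to the rest of the gene, the density of this exon is at the 0.259th and 0.296th percentile of 2705 protein-coding genes in the 2 replicates, with a log2 ratio of -3.81 and -3.77 where the median gene has 0.50 and 0.55. Background reads that enter IP and input alike are not excluded. The log2 IP over input of the exon is 2.32 (2.37 and 2.27 in the replicates), above the 95th percentile of tRNA genes, 1.35. It is inside the range of 1.31 to 3.53 that covers 95% of protein-coding genes, and at -0.067 relative to their median. With tRNA genes taking most of the input, background that enters both libraries like other reads could also lie there, so this value cannot decide. Also open is whether a small share of cells, or of reads from another library, carries an intact *exo2*, or whether part of the exon remains in the deleted locus. The mean IP density of the exon is at the 4.80th percentile of the main coding exons of 3858 protein-coding genes, a level that a small share could give. The coding segments of 15 and 68 nt before this exon had IP densities of 0.133 and 0.221, and of 0.162 and 0.112, in replicates 1 and 2. These are near the 0.159 and 0.143 of the UTRs and introns, but rest on 2 and 7 reads, and 11 and 16 reads. They do not show whether part of the main exon remains, and the positions of the reads within it were not analysed here. No biological explanation was tested.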

How the results depend on the processing

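The alternatives were fixed before the data were examined, apart from edgeR on recovered reads and the filters on overlapping features. Over the main results, 107 of the values under an alternative kept their direction and their side of the threshold or moved by less than the replicate SD, 10 were weaker, 3 stronger, 13 reversed and 42 moved. Where a value changed, the cause was not tested unless stated. Class 2 against class 3 kept its direction in every alternative, from 0.17 to 0.88, and its adjusted p under the threshold in every alternative with a test. The IP against input calls with the largest change kept their direction in every alternative in which they have a value. The upward ones have none under the 10th percentile filter. Leaving out features that overlap a small RNA gene on the same strand by 20 nt or more changed no direction or call of class 1 against class 3 in nascent signal or of the 2 comparisons of IP over input, and leaving out XUTs that overlap a protein-coding gene on the same strand changed none of XUTs against protein-coding genes in nascent signal. The median log2 IP over input of protein-coding genes was 2.39 without those that overlap a small RNA gene, against 2.38. The remaining results were not run with these filters.

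Subtracting the input changed each class pair most, apart from class 1 against class 3, which moved most without division by length. Subtraction gives a ratio of IP to input, a different quantity from the nascent signal. With the input subtracted, class 1 against class 2 became -0.095 (adjusted p 0.130), class 1 against class 3 0.075 (0.0937), class 1 against class 4 0.12 (0.0130), class 2 against class 4 0.21 (3e-05, past the threshold only here) and class 3 against class 4 0.041 (0.0796). Their adjusted p over all alternatives ran from 1e-05, the smallest the permutations can give, to 0.130, 0.0937 to 0.894, 1e-05 to 0.0130, 3e-05 to 0.894 and 1e-05 to 0.0796. The class medians became 2.47, 2.57, 2.40 and 2.36 for classes 1 to 4, on the scale of a ratio. With means, class 1 against class 3 was 0.048, class 2 against class 4 0.18, XUTs antisense to class 1 against class 3 0.015, and the levels of classes 1, 3 and 4 were -4.23, -4.27 and -3.57. Without division by length, these 2 class pairs were 0.10 and 0.18 and the medians 7.01, 7.71, 6.91 and 7.53, a change of unit. Over genes of 500 to 3000 nt, class 1 against class 3 was 0.023 and the medians -4.03, -3.31, -4.05 and -3.31. With libraries centred on protein-coding genes, which subtracts 1 value per library, the medians were -0.52, 0.15, -0.47 and 0.17, *ctt1* -2.01, *XUT0794* -1.57, *exo2* -1.85 in the IP and -1.93 in the input, and *act1* 4.77 and 5.52. With a pseudocount 10 times larger, the class 3 median was -3.99 and *ctt1* over *XUT0794* -0.42; with one 10 times smaller the latter was -0.440.

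The filter at the 10th percentile leaves fewer features by construction. It gave medians of -3.90, -3.31, -3.81 and -3.22, a difference of -1.25 for XUTs against protein-coding genes (266 XUTs, with -3.44 to -1.25 over the alternatives), and one of 0.32 for XUTs antisense to class 1 against class 3 (34 and 152 XUTs, permutation p 0.0368, with 0.0368 to 0.924 over the alternatives). The chi-square test of asXUT and attenuation gave p = 0.0923 there. The odds ratio was 1.19 there, against 1.23 over all genes. The Mantel-Haenszel chi-square tests gave p = 0.0605 within groups by nascent signal and 0.0770 within groups by length. Their odds ratios are given with the other observations.

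Each replicate left out in turn gave -0.056 to -0.0044 for class 1 against class 3, -0.66 to -0.63 for class 3 against class 4, -3.26 to -3.23 for XUTs against protein-coding genes, -0.049 to -0.020 for XUTs antisense to class 1 against class 3, -4.07 to -4.03 for the class 1 median and -4.03 to -4.02 for that of class 3. For IP over input the range was 0.069 to 0.14 for class 1 against class 3, where the upper value comes without replicate 1, and 0.038 to 0.080 for XUTs against protein-coding genes. No test was run on 1 library. IP against input was not run without replicate 1 or 2, since 1 library per group gives no test.

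Of the 8651 features, limma called 8050 between IP and input, 7926 higher and 124 lower in the IP (98.5% and 1.54%). With the replicate number as a block, the paired fit called 8042 (7914 and 128), of which 7980 were shared with the fit without a block. The split depends on the scaling. With libraries centred on protein-coding genes, 2265 were called, 797 higher and 1468 lower (35.2% and 64.8%), and edgeR on recovered reads called 2462, 1098 higher and 1364 lower (44.6% and 55.4%). The 10th percentile filter gave 5083 of 5106, with 4994 higher. *act1* reversed to -0.75 when centred and to -0.72 with edgeR (adjusted p 0.000497 and 0.000386, with 8e-12 to 0.00115 over the alternatives). By construction, these scalings take out the shift of 2.38 of the median protein-coding gene, leaving -0.11 when centred and -0.042 with edgeR. In IP over input, class 1 against class 3 became 0.15 with means (adjusted p 0.00188, with 0.00188 to 0.459 over the alternatives), and XUTs against protein-coding genes became -1.13 with 10 times the pseudocount (adjusted p 2e-05) and -0.024 with means (0.276, with 2e-05 to 0.276 over the alternatives). The pseudocount acts on XUTs by construction, since these have a median of 2 and 1 reads in the inputs. Over the 145 XUTs that pass the 10th percentile filter in every library the difference is larger, 0.21 (adjusted p 2e-05). The sign is thus positive for these XUTs, and depth leaves it undecided over all XUTs.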

Differences from the paper's values

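The paper's values in Fig 1B and Fig 1E were read by eye. Median nascent signal in *exo2*Δ (log2) was -4.07 in class 1 against the paper's about -2.3 in Fig 1B, -3.40 in class 2 against the paper's about -1.6, -4.02 in class 3 against the paper's about -2.2, and -3.38 in class 4 against the paper's about -1.5. None of the alternatives set before the data were examined closed these gaps. On the scale of the sum of both replicates, as in the authors' pooled column, the medians are -3.07, -2.40, -3.004 and -2.35, and the paper's values are higher by 0.77, 0.80, 0.80 and 0.85. The order of the classes is the same in both.

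The difference between class 1 and class 4 was -0.69 against the paper's about -0.8 in Fig 1B, read by eye. The paper's value is the difference of 2 medians, each read to 0.1. The gap is larger than the error of 1 such reading but smaller than the sum of both, so the reading does not settle whether the values differ. Of the alternatives set before the data were examined, the value falls within the error of 1 reading over genes of 500 to 3000 nt (-0.72) and without replicate 2 (-0.71). With either pseudocount, with centred libraries, with the 10th percentile filter, with means (-0.65) and without replicate 1 (-0.63) it falls within the sum of both errors. It lies beyond that sum with reads per gene (-0.52) and with the input subtracted (0.12).

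The distribution of the nascent signal of XUTs in *exo2*Δ peaks at -6.64 against the paper's about -5.8 in Fig 1E, read by eye. On the scale of the sum of both replicates the peak is at -5.72. No alternative was run for this peak.

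The paper names *ptb1* as a class 2 gene. In the deposited table *ptb1* is SPAC167.02, which is in the list of class 4 genes (S4 Table).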

Other observations

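The tests of introns, of sense against antisense signal, of the Mantel-Haenszel strata and of TSS overlap were set before their results were seen. The test of tRNA genes within genes, the difference of the correlations between classes and the bounds for features with few reads were chosen after.

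IP against input in *exo2*Δ is not reported in the paper apart from *act1*. On the deposited scale, the median log2 IP over input is 2.38 for protein-coding genes, 1.09 for snoRNA genes and -1.22 for tRNA genes. The largest changes downward were in the tRNA genes SPBTRNAPRO.07 with a log2 fold change of -5.33, SPATRNAGLY.02 with -4.67 and SPCTRNAASN.06 with -4.50 (limma, past the threshold in every alternative). The largest upward by limma's log2 fold change each had 3 or fewer reads in both inputs. An annotated ncRNA gene on chromosome I (5018722 to 5019072, + strand) was 159-fold higher in the IP with each input set to 3 reads. On the same setting, XUT1604 was 56.4-fold higher. These values are lower bounds of the observed ratio only. The 95% Poisson upper limits of these inputs are 3.69 to 7.22 reads, so the true ratios may be smaller. Another ncRNA gene, on chromosome II (625487 to 625917, - strand), was 165-fold higher. It has 3 reads in each input, so this is its observed ratio and not a bound. The bounds alone do not establish that these features rank highest. The median class 1 gene had a log2 IP over input of 2.46 and the median class 3 gene one of 2.39. The difference is 0.068, with 0.069 and 0.14 in the replicates (adjusted p = 0.133, permutation test, with 0.00188 to 0.459 over the alternatives). With means in place of medians it is 0.15 and past the threshold (adjusted p = 0.00188, permutation test), so the call depends on the processing. XUTs lay above protein-coding genes by 0.045 (0.038 and 0.080 in the replicates, adjusted p = 0.0349, permutation test). Of the 1277 XUTs with more than 3 reads in some library of either kind, 611 have 3 or fewer in both inputs, and with these at their bound the difference is -0.091, so that its direction over all XUTs is not settled. Over the 145 XUTs with normalized reads at or above the 10th percentile of protein-coding genes in every library it is 0.21 (adjusted p = 2e-05, permutation test, with 2e-05 to 0.276 over the alternatives).

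Protein-coding genes lower in the IP than in the input are rare on the deposited scale, where limma called 5 of 5043. This count depends on the scaling, since 1118 of 5043 were called lower with libraries centred on protein-coding genes and 1074 of 4916 with edgeR on recovered reads. For the 5 genes, a candidate explanation is that reads of a tRNA gene are counted on the gene. Of them, 3 share 20 nt or more with a tRNA gene on the same strand, against 1 of the 5038 others (Fisher's exact test, p = 1.87e-09). These are *bmt2* with a log2 fold change of -3.79, *lcp1* with -4.08 and SPAC17G6.03 with -2.91, and the tRNA gene has between 93.7% and 101% as many reads as the gene in the 4 libraries. In SPAC17G6.03, which holds all 97 nt of the tRNA gene, the reads outside it are 146 and 221 in the IP and 43 and 23 in the input, a log2 IP over input of 3.39 and 3.62. The values that the explanation needs are thus there for these 3 genes. The 1 gene with such a stretch that is not lower in the IP, *prm1*, has a tRNA gene with 7.61% to 45.6% as many reads. SPBC1271.08c, with a log2 fold change of -0.64, shares 12 nt with a tRNA gene that has 121% to 153% as many reads; the table does not place reads within a feature, so the explanation stays open for it. It is argued against for *mug28*, with -1.23, which shares no stretch with a tRNA gene on the same strand and has 3 and 10 reads in the IP. No biological explanation was tested.

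Genes with introns were compared with genes without, on the hypothesis that introns are still present in nascent RNA and would raise the IP over the input. The median log2 IP over input of 2361 genes with 2 or more coding segments lay above that of 2652 genes with 1 segment by 0.063 (0.037 and 0.077 in the replicates). Differences in the level of the genes alone give 0.052 (permutation within 10 groups of genes by mean level, p = 0.471; with length as well, p = 0.203). No difference beyond that level was detected, and a small effect is not excluded. The values are those of whole genes, of which introns are only a part, so the test cannot decide the hypothesis.

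Sense signal and asXUT signal were correlated across genes, on the hypothesis that antisense transcription goes with lower sense transcription. Genes are not independent replicates. Over 910 class 3 genes, Spearman's rho was -0.062 (adjusted p = 0.0597, permutation test, 2 classes tested), with -0.065 and -0.063 in the replicates. Over 175 class 1 genes it was -0.23 (adjusted p = 0.00522), with -0.22 in each replicate. The difference between the classes, -0.17, was not past the threshold (p = 0.0524, 10000 permutations). The correlation in class 1 is consistent with the hypothesis and that in class 3, -0.062, does not decide it. Class 1 was also defined by attenuation in these IP libraries, and WT cells, in which the same correlation could be asked, were not analysed here.

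The association of asXUT and attenuation could come from a difference in nascent signal or in length between genes with and without asXUT. Within 5 groups of genes by nascent signal the common odds ratio is 1.21 (95% interval 0.997 to 1.46), and within 5 groups by length it is 1.19 (0.986 to 1.43), against 1.23 without strata. The intervals hold both 1 and the unadjusted odds ratio, so neither explanation is excluded. The nascent signal is that of *exo2*Δ, from which attenuation was also called, so the groups by nascent signal are not independent of the classes and cannot decide.

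The paper states that antisense signal around the TSS of class 1 genes exceeds that of class 3 in WT cells, and proposes TSS overlap as a factor. From the annotation alone, 55 of 175 class 1 genes (31.4%) and 320 of 910 class 3 genes (35.2%) have a XUT opposite to their first nt, an odds ratio of 0.845 (Fisher's exact test, p = 0.386). Within groups of similar length the odds ratio is 0.888 (95% interval 0.623 to 1.26, Mantel-Haenszel chi-square test, p = 0.569). The hypothesis that a XUT over the TSS goes with attenuation was not borne out here, though the interval includes odds ratios above 1, and signal in WT cells was not analysed here.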
